# Transcriptome and methylome of the supraoptic nucleus provides insights into the age-dependent loss of neuronal plasticity

**DOI:** 10.3389/fnagi.2023.1223273

**Published:** 2023-08-30

**Authors:** Derick Thompson, Abiodun E. Odufuwa, Catherine A. Brissette, John A. Watt

**Keywords:** supraoptic nucleus, magnocellular neurons, neural regeneration, neural plasticity, transcriptome, DNA methylation, axonogenesis, MHCI

## Abstract

The age-dependent loss of neuronal plasticity is a well-known phenomenon that is poorly understood. The loss of this capacity for axonal regeneration is emphasized following traumatic brain injury, which is a major cause of disability and death among adults in the US. We have previously shown the intrinsic capacity of magnocellular neurons within the supraoptic nucleus to undergo axonal regeneration following unilateral axotomization in an age-dependent manner. The aim of this research was to determine the age-dependent molecular mechanisms that may underlie this phenomenon. As such, we characterized the transcriptome and DNA methylome of the supraoptic nucleus in uninjured 35-day old rats and 125-day old rats. Our data indicates the downregulation of a large number of axonogenesis related transcripts in 125-day old rats compared to 35-day old rats. Specifically, several semaphorin and ephrin genes were downregulated, as well as growth factors including FGF’s, insulin-like growth factors (IGFs), and brain-derived neurotrophic factor (BDNF). Differential methylation analysis indicates enrichment of biological processes involved in axonogenesis and axon guidance. Conversely, we observed a robust and specific upregulation of MHCI related transcripts. This may involve the activator protein 1 (AP-1) transcription factor complex as motif analysis of differentially methylated regions indicate enrichment of AP-1 binding sites in hypomethylated regions. Together, our data suggests a loss of pro-regenerative capabilities with age which would prevent axonal growth and appropriate innervation following injury.

## Introduction

Traumatic brain injuries (TBIs) are one of the most common causes of disability and death of adults in the US. In 2014, there were 2.8 million TBI events that lead to emergency department visits, hospitalizations, or deaths (Centers for Disease Control and Prevention [CDC], 2019). In 2020, there were 64,000 TBI-related deaths in the US, representing 176 deaths per day (Centers for Disease Control and Prevention [CDC], 2022). The most severe of these events that lead to hospitalization or death correlate significantly with increasing age (Taylor et al., 2017; Centers for Disease Control and Prevention [CDC], 2022). Furthermore, the rate of a full recovery in adults following a moderate or severe TBI are poor – with a less than 50% chance of a favorable recovery in individuals 30 years or older (Dhandapani et al., 2012). The increasing inability to recover from a brain injury with age is not a new phenomenon and is shared across many mammalian species. These patterns represent a major need to fully understand the regenerative capacity of the mature mammalian central nervous system (CNS) following injury.

In our previous studies, the magnocellular neurosecretory system was shown to exhibit this maturational loss of regenerative capacity (Watt and Paden, 1991; Watt et al., 1999; Askvig and Watt, 2019). This system is comprised of two regions of interest – the supraoptic nucleus (SON) and the posterior pituitary gland, or neural lobe (NL). The SON is found bilaterally and adjacent to the optic chiasm, and contains magnocellular neurons (MCNs) that project long axons to the NL that each branch into thousands of nerve terminals (Silverman and Zimmerman, 1983). Through this, MCNs produce oxytocin and vasopressin that travel and secrete into the NL where it is then released into the bloodstream (Silverman and Zimmerman, 1983). Astroglia are another major cell type within the SON. Under homeostatic conditions, astroglial processes can be observed separating MCN somata and their ventral dendrites from one another (Hatton, 2004). This astrocytic coverage allows for the modulation of neurotransmitter levels within the extracellular space, specifically glutamate, and enabling the regulation of neuronal activity (Oliet, 2002; Oliet and Bonfardin, 2010). The SON displays pronounced affinity to structural and morphological plasticity under important physiological events and conditions: during parturition and lactation, dehydration and salt-loading, and in our prior research, during traumatic unilateral lesion of MCN axons. These stimuli result in structural changes in neuron-glial interactions, namely the reduction of astrocytic processes in contact with neurons, and enhanced communication and activity of neurons (Tweedle and Hatton, 1977, 1984; Hatton and Tweedle, 1982; Cobbett and Hatton, 1984; Theodosis and Poulain, 1984; Watt and Paden, 1991; Hatton, 2004; Johnson et al., 2015).

Our previous research showed that unilateral lesion of SON-MCN axons leads to a collateral sprouting of neurosecretory axons within the NL stemming from the contralateral, uninjured SON in 35-day old rats (Watt and Paden, 1991; Watt et al., 1999). However, this phenomenon is lost with age, as 125-day old rats exhibit no regenerative sprouting as evidenced by a lack of restoration to basal levels of nerve terminals in the NL (Askvig and Watt, 2019). Traumatic brain injuries encompass a large range of injuries that can be generally placed into two categories: penetrating and non-penetrating. With the intrinsic capacity of the supraoptic nuclei plasticity, we can better understand the age-dependent recovery following a penetrating injury through the use of the aforementioned lesion model. Where many studies of CNS injury focus on the physiological changes at the site of the injury, the use of the SON unilateral injury model allows us to investigate both the site of injury and the contralateral non-injured site that undergo compensatory effects. Following unilateral axotomization of MCNs in the SON, the number of ipsilateral MCNs are drastically reduced, whereas the contralateral MCNs become hypertrophic and undergo axonal sprouting (Watt and Paden, 1991). Furthermore, in studies using organotypic cultures of the SON, in which both nuclei are lesioned, it has been observed that neuronal survival and process outgrowth can be induced following CNTF administration via the MAPK and PI3K pathways (Askvig and Watt, 2015). Investigating the age-dependence of this phenomenon as well as the cellular and molecular differences between the ipsilateral and contralateral SONs during lesion would provide great insight into the mechanisms of recovery following injury.

In this study, we investigated the molecular alterations that occur with age in uninjured SONs. We hypothesize that with age, the magnocellular neurosecretory system changes to, and maintains, a molecular profile that is conducive to the inhibition of neuronal plasticity. More specifically, we hypothesize that a distinct lack of axonal growth factors facilitates this inability for axonal sprouting. As such, our goal was to investigate changes in the transcriptome and DNA methylome between 35-day and 125-day old uninjured rats in order to determine the establishment of unique age-related molecular profiles in the SON that may underlie the loss of regenerative capacity following injury. Thus, we performed RNA-seq and demonstrated a robust downregulation of genes related to axonogenesis and axon guidance that include several families of growth factors, semaphorins, and ephrins. Even though we considered our 125-day old adult rats to be “mature,” and not “aged,” we anticipated a minor increase in inflammatory profiles similarly seen in more advanced ages. However, we found a very specific increase in the expression of genes involved in antigen processing and presentation, specifically that of MHCI, and a lack of inflammatory cytokines. Next, we determined mechanisms of transcriptional regulation via DNA methylation. Our analysis indicates an enrichment in differential methylation that overlapped with genes involved in axonogenesis. Furthermore, motif enrichment analysis suggests that the regulation of MHCI pathway genes occurs through the hypomethylation of motifs for the transcription factor activator protein 1 (AP-1). Here we present our findings that suggest that age-dependent changes in DNA methylation influences the transcriptional profile of the SON toward inhibition of axonal sprouting and plasticity.

## Materials and methods

### Animals

Male Sprague-Dawley rats were purchased from Envigo (Indianapolis, IN, USA), and housed at the University of North Dakota Center for Biomedical Research Facility. All animal experiments complied with ARRIVE guidelines and were carried out in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals and protocols approved by the University of North Dakota (UND) Institutional Animal Care and Use Committee (protocol number: 1905-7). Animals used in this study were 34–36 days of age (for “35-day old” rats), and 124–126 days of age (for “125-day old” rats).

### Tissue collection

Rats were anesthetized briefly using isoflurane (Covetrus, NDC: 11695-6777-2) and perfused transcardially with PBS. In order to maintain RNA and DNA integrity for sequencing and PCR, the tissue was unfixed. Following perfusion, the brain was removed and the region of the brain containing the SON was isolated by taking an approximately 3 mm thick coronal section. This and subsequent sections were maintained in ice chilled HBSS (ThermoFisher, Gibco; Cat. #14185052) and supplemented with sodium bicarbonate. This coronal section was further sectioned into approximately 200 μm serial sections using a vibratome (Ted Pella, Inc.; Cat. #11000-00137). Sections that contain the SON are approximately between bregma −0.8 and −1.8 mm. Sections containing the SON were further processed – using a light dissecting microscope, the SON can be located bilaterally and adjacent to the optic chiasm. A 1 mm tissue puncher was used to specifically dissect out the SON. The SON was then snap-frozen in liquid nitrogen prior to storage at −80°C.

### RNA and DNA isolation

Tissue from four separate animals were pooled together prior to RNA and DNA isolation, and represent a single biological replicate. This was required in order to obtain sufficient biological material of high quality. For RNA-sequencing, four biological replicates were used for each group. For nanopore sequencing, three biological replicates were used for each group.

For RNA, samples were ground under liquid nitrogen, after which 1 ml of TRIzol reagent was added (Invitrogen; Cat. #15596026). RNA was isolated via phenol-chloroform extraction and column purification by RNeasy Mini kit (Qiagen; Cat. #74106) according to the manufacturer’s instructions. In brief, 200 μl of chloroform was added to the TRIzol suspensions and centrifuged to obtain phase separation. The aqueous phase was removed and 70% ethanol was added to it. This was then placed in a Qiagen RNeasy Mini column and further washed and processed according to Qiagen’s instructions. Genomic DNA was degraded with RNase-free DNase Set (Qiagen; Cat. #79254).

DNA was isolated by ethanol precipitation. In brief, samples were ground under liquid nitrogen where 180 μl of Buffer ATL (Qiagen; Cat. #1014758) and 20 μl of Proteinase K (Qiagen; Cat. #1017738) were added to the sample for lysis and incubated for 1 h at 56°C. A total of 4 μl of RNase A (100 mg/ml; Qiagen; Cat. #1007885) was added for the digestion of RNA and Buffer ATL to bring the total volume to 500 μl. A total of 500 μl of phenol:chloroform:isoamyl alcohol (25:24:1; Sigma; Cat. #77617) and centrifuged. The resulting aqueous phase was removed (approximately 500 μl) and placed in a new tube where 5 μl of glycogen (20 mg/ml; Invitrogen; Cat. #10814010), 50 μl 5M ammonium acetate, and 550 μl isopropanol were added. This was then incubated overnight at −20°C, after which it was thawed and centrifuged to form a pellet. This pellet was washed and centrifuged twice with 70% ethanol and air dried for 5 min. The final DNA pellet was resuspended in Buffer EB (Qiagen; Cat. #19086).

### Library construction and sequencing

RNA integrity was assessed using an Agilent 2100 Bioanalyzer with RNA 6000 Nano Kit (Agilent; Cat. #5067-1511). All samples had an RNA-integrity number between 8.8 and 10.0. NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB; Cat. #E7490S) and NEBNext Ultra II RNA-seq library kit for Illumina (NEB; Cat. #E7770S) was used for mRNA enrichment and library construction, respectively. Library quality was assessed by bioanalyzer with Agilent High Sensitivity DNA kit (Agilent; Cat. #5067-4626) and library concentration was determined with a BioTek BFLx800 fluorescence microplate reader with the Quant-iT PicoGreen dsDNA Assay kit (ThermoFisher; Cat. #P11496). Samples were sequenced on an Illumina HiSeqX and 150 bp paired-end sequencing across 3 lanes was performed. The reads per sample ranged from 35.5 million to 61.0 million reads, with a mean depth of 45.3 million reads.

Genomic DNA was assessed using an Agilent 4200 Tapestation Genomic DNA screentape (Agilent; Cat. #5067-5365). All samples had a DNA-integrity number between 9.5 and 9.7. DNA was then fragmented using a Covaris g-TUBE (Covaris; Cat. #520079). Libraries were prepared using the Oxford Nanopore Ligation Sequencing Kit (Oxford; Cat. #SQK-LSK109). DNA methylation was assessed by nanopore sequencing with a GridION Mk1 Nanopore by Oxford Nanopore Technologies using 6 MinION flow cells.

### RT-qPCR

RT-qPCR was performed as a technical validation method for RNA-seq. Thus, samples used for RT-qPCR were the same used for RNA-seq. Selected transcripts were confirmed using Quantitect primer assays obtained from Qiagen – *actb* (Cat. #QT00193473), *epha5* (Cat. #QT00386666), *sema3a* (Cat. #QT00192941), *tapbp1* (Cat. #QT00189819), *rt1-a2* (Cat. #QT00443240), *rt1-m3-1* (Cat. #QT00194054), *bdnf* (Cat. #QT00375998), *gfap* (Cat. #QT00195517), *oxt* (Cat. #QT01809752), and *avp* (Cat. #QT00184849). Reverse transcription of RNA to synthesize cDNA was performed using Qiagen’s First Strand Kit (Qiagen, Cat. #330404). PCR reactions were performed in accordance to the manufacturer’s instructions with the use of Qiagen’s Quantitect SYBR Green PCR Kit (Qiagen; Cat. #204143). Relative gene expression between 125- and 35-day old samples were determined using the 2^–ΔΔCT^ method. Expression levels were normalized to *actb*. All samples were analyzed in triplicate. Statistical analysis was performed using an unpaired Student’s *t*-test. This was followed by a Benjamini–Hochberg correction (FDR) to account for multiple testing.

### RNA data analysis

Quality for raw and trimmed reads were assessed using FastQC v0.11.9. Trimming of adaptors was performed by trimmomatic v0.39. Reads were aligned to the rat (rn7) assembly using Hisat2 v2.2.1 and sorted and indexed by Samtools v1.13. Annotation to assign reads to gene features was performed using featureCounts (Subread v2.0.1). Differential gene expression analysis was performed using DESeq2 v1.34.0. Genes were considered differentially expressed in 125-day old rats compared to 35-day old rats at a false discovery rate (*p.*adjust) of ≤0.05, a basemean >20, and a fold-change > 1.5.

Functional analysis (gene ontology) of biological processes was performed using the package clusterprofiler v4.2.2. To gain better biological context, upregulated and downregulated genes were separated for this. Significance threshold for biological process enrichment was *p.*adjust ≤ 0.01. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed on all differentially expressed genes (DEGs) using Signaling Pathway Impact Analysis (SPIA) v2.46.0. SPIA allows for the determination of KEGG pathway enrichment, and by implementing fold-change and topology of the pathway, it can determine if a pathway is activated or inhibit. Statistical significance was determined at pGFDR ≤0.05. Pathview v1.34.0 was used to overlay enrichment results with visualizations of pathways from KEGG.

### DNA methylation data analysis

Fast5 and fastq reads were indexed using Nanopolish v0.14.0. Reads were aligned to the rat (rn7) assembly using minimap2 v2.24 and sorted and indexed with Samtools v1.6. Methylation calling of reads was performed again by Nanopolish and methylation frequency was determined by the “calculate_methylation_frequency.py” script from Nanopolish. Bsseq v1.30.0 was used to create and smooth BSseq object required for differential testing. Testing and calling of differentially methylated loci (DML) was performed using DSS. DMLs were called using the callDML function of DSS with default settings except for *p*.threshold = 0.001. Differentially methylated regions (DMRs) were prioritized over DMLs for downstream analysis – a DML consists of a single differentially methylated CpG, whereas a DMR requires and consists of multiple CpGs. Our analysis required a minimum of three CpGs to be considered a DMR, which is the default setting for callDMR. This is a more conservative approach which strengthens the correlation between our observed DNA methylation and transcriptional changes. The callDMR function was performed under default settings except for *p*.threshold = 0.01.

For functional and pathway analysis, distal intergenic DMRs were removed – the current method for mapping DMLs and DMRs outside of gene bodies (i.e., distal intergenic) is based solely on proximity; the closest gene to a DMR is thus mapped to that DMR resulting in DMRs being mapped to genes that are millions of bps away. We felt it pertinent to only focus on DMRs that can be directly associated with a gene. Functional and pathway analysis was performed by the same packages as RNA-seq results, clusterprofiler and SPIA, respectively. Many genes contained both hyper and hypomethylated DMRs and thus separating them resulted in similar overlapping profiles, therefore they were not separated in this analysis.

Motif analysis was performed using the findMotifsGenome.pl function of HOMER. All DMRs, including distal intergenic DMRs were used for this analysis. Previously we ignored distal intergenic DMRs as they lacked direct association to genes; however, in this analysis, we are only focused on the DMRs themselves and not their gene association. Furthermore, many regulatory elements, such as enhancers, exist outside of the gene body, so the inclusion of distal intergenic DMRs is important to understand this outcome. Statistical significance of motif enrichment is *p*-value ≤ 0.05.

## Results

The goal of this study was to investigate alterations in gene transcription and DNA methylation with age in healthy non-injured rats in order to determine a mechanistic understanding for the loss in regenerative capacity following TBI, as observed in our prior experiments. To do this, we dissected SON samples from healthy, non-injured 125-day old rats and compared them to equivalent 35-day old rats to analyze the transcriptome via RNA-seq and DNA methylation via Nanopore long-read sequencing.

### Transcriptome characterization of the SON

The microdissection of the SON is performed based on anatomical apposition to the optic chiasm, as outlined in the methods section. As such, it was necessary to determine accuracy of these tissue microdissections (Figure 1A). The SON is one of two nuclei that produces oxytocin (OXT) and vasopressin (AVP), the other being the paraventricular nucleus (PVN), which is found adjacent to the third ventricle and distal enough to thus not be a potential source of contamination. To determine the accuracy of our SON microdissections, we analyzed the enrichment of *Oxt* and *Avp* from these tissue samples. To do this, we performed RT-qPCR from RNA isolated from these samples and compared them to cortex samples. For 35-day and 125-day SON samples, an approximate average of 10.5 Log2FC was observed for *Oxt* and *Avp*, representing a 1,000× enrichment between SON and cortex samples (Figure 1B). 

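In the RNA-seq data, each sample was a pool of SON tissue from 4 male rats, with 4 pools of 35-day old rats and 4 pools of 125-day old rats. The authors' normalized counts (reads assigned to a gene, scaled for sequencing depth and not divided by transcript length) of Oxt were 119184 ± 27189.6 at 35 days and 357087 ± 36159 at 125 days (mean ± SD, n = 4 pools per age). Those of Avp were 167108 ± 38837 at 35 days and 319566 ± 19485 at 125 days. Every 125-day old pool was above every 35-day old pool for both genes (exact two-sided permutation test, p = 0.0286 for each gene, the smallest p that 4 pools against 4 allow). The reads of Oxt made up 0.346 ± 0.0807% of all reads assigned to genes at 35 days and 1.06 ± 0.105% at 125 days. For Avp, the share was 0.486 ± 0.116% at 35 days and 0.952 ± 0.0479% at 125 days. The lowest value of each gene at 35 days was in replicate 3.

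**Figure D1:**
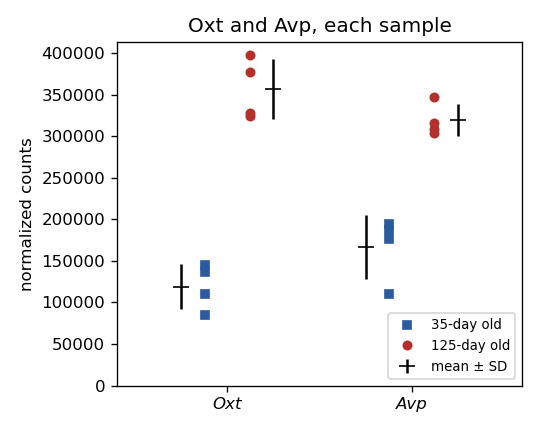
Normalized counts of Oxt and Avp (y axis, from 0) in each of the 8 pools, with squares for 35-day old and circles for 125-day old rats. Black bars show the mean ± SD of 4 pools, and all 125-day old pools lie above all 35-day old pools.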

Our RNA-seq data corroborates this as seen by a large FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values for *Oxt* and *Avp* relative to other genes (Figure 2D).

**FIGURE 1:**
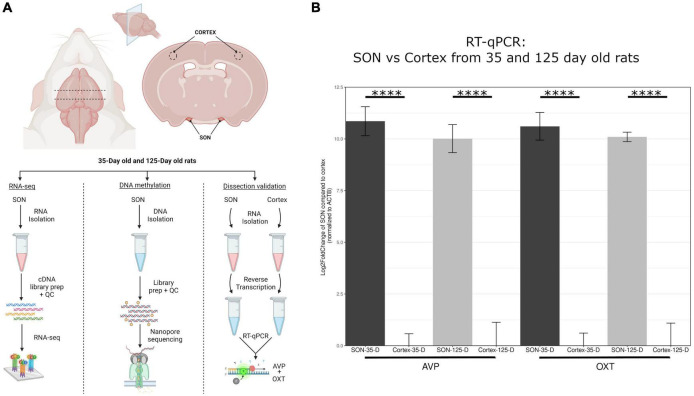
Overview of methodology. **(A)** This highlights the dissection methods used to isolate the SON. Four biological replicates for 35-day old and 125-day old rats were used for RNA-seq, and three biological replicates for each group for DNA methylation sequencing via nanopore. **(B)** RT-qPCR of *avp* and *oxt* was performed to determine accuracy of SON microdissection in comparison to cortex. Compared to cortex, *avp* and *oxt* was elevated approximately 1000-fold (log2FC = ∼10) for both age groups. Error bars represent SD. The symbol “^****^” denotes *p*-value < 0.0001.

**FIGURE 2:**
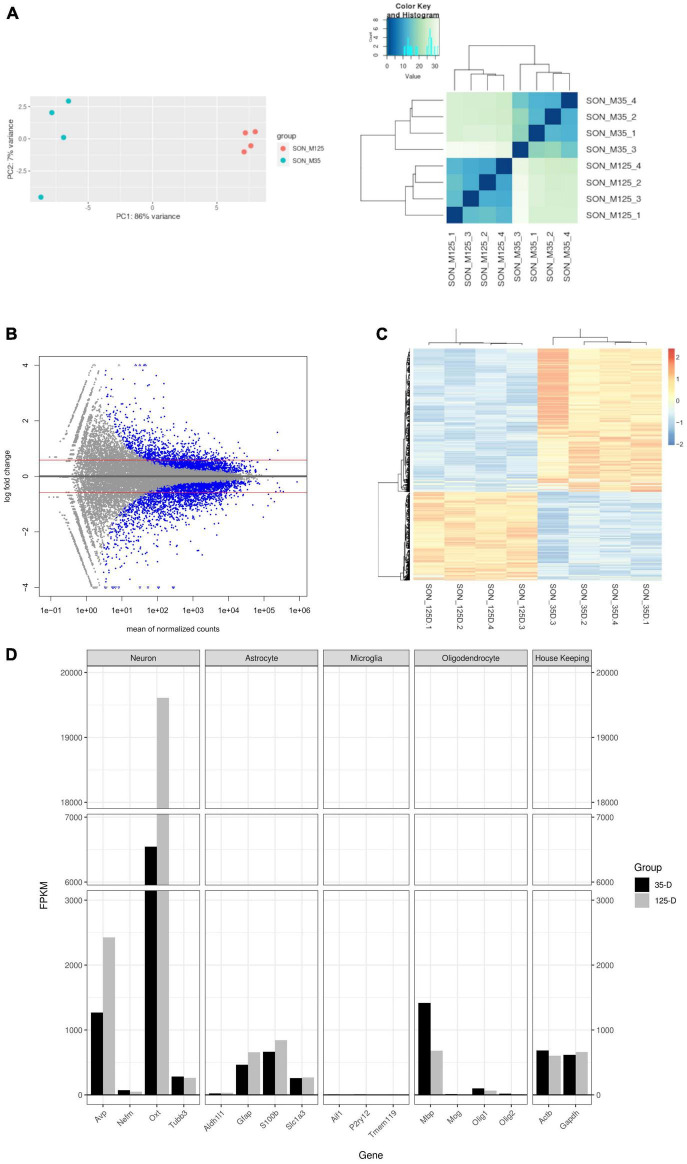
Characterization of RNA-seq data. **(A)** PCA plot and hierarchal clustering of biological replicates indicate clustering between age groups. **(B)** MA plot of RNA-seq data. Blue dots indicate statistically significant genes (*p*.adjust ≤ 0.05). Genes were considered differentially expressed with a *p*.adjust ≤ 0.05, basemean >20, and a fold-change ≥1.5 (red line). A total of 707 genes were upregulated and 1,145 downregulated. **(C)** A heatmap and Spearman correlation of DEGs, indicating that DEGs remain clustered by group. **(D)** A barplot of select gene markers (FPKM) indicating relative abundance of transcript levels.

Transcriptional analysis was performed by RNA-seq. 

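Polyadenylated RNA from the SON of 35-day old and 125-day old male Sprague-Dawley rats was sequenced, with 4 biological replicates per age and tissue of 4 rats pooled in each replicate. The authors trimmed the reads with trimmomatic, aligned them to the rn7 assembly with Hisat2, assigned them to genes with featureCounts and deposited depth-normalized counts. Each deposited value was a whole multiple of a single factor per sample, so the number of reads behind it could be recovered. Between 27344530 and 47340532 reads per sample were assigned to genes at 35 days (median 32746204), and between 29286723 and 45501836 at 125 days (median 31643856). At this depth, 3 reads corresponded to normalized counts of 2.15 to 3.80. The counts include PCR copies, so the number of reads describes counting error only. Values were compared between the ages with limma, using empirical Bayes moderation with a mean-variance trend, on log2 of the normalized count plus 1. The test covered 16076 of 33294 genes, those with a mean normalized count above 20 over the 8 samples. A gene was called differentially expressed when its adjusted p (Benjamini-Hochberg over the tested genes) was at most 0.05 and its fold change on that scale was above 1.5, the paper's thresholds. Positive log2 fold changes are increases at 125 days. Families of genes were defined by their symbols and compared with all other tested genes by two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over 12 families. The samples carry no batch label, so a sequencing batch could not be examined.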

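Principal component analysis was run on log2 of the normalized count plus 1 for the 500 genes with the largest variance over the 8 samples. The first principal component held 77.7% of the variance and the second 6.68%. Scores on the first component ran from -21.6 to -17.0 in 35-day old samples and from 17.9 to 20.4 in 125-day old samples (exact two-sided permutation test of the difference in mean scores, p = 0.0286, n = 4 per age). Hierarchical clustering of all 16076 tested genes, divided into 2 branches, placed the 4 samples of each age in a branch of their own. On the second component, 35-day old replicate 3 had a score of 12.7, while the other 7 samples lay between -5.69 and 3.50.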

Principle component analysis and hierarchal clustering show distinct clustering of replicates within their respective age groups (Figure 2A). 

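Of the 16076 genes tested, 729 were upregulated and 1141 downregulated at 125 days in the limma test, so that 61.0% of the differentially expressed genes were downregulated. This share depends on the scaling, and was 54.3% with samples scaled to the same total and 51.3% (922 upregulated and 972 downregulated) with that total taken without Oxt and Avp. The adjusted p alone was at most 0.05 for 7098 genes. Of the genes called, 687 upregulated and 1107 downregulated genes are listed with the same direction in Supplementary File 1, and 0 are listed with the opposite direction. The 4 values at one age lay entirely above the 4 at the other for 1716 of the 1870 called genes. Among all tested genes, 41.8% had such values, against 2.86% by chance. The alternative that moved the counts most was a test without a minimum fold change, with 3465 upregulated and 3633 downregulated genes.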

A total of 1,852 DEGs were found – 707 upregulated and 1,145 downregulated (Figure 2B and Supplementary File 1). Similarly, a heatmap and Spearman correlation of DEGs highlight clustering between age groups and gene expression (Figure 2C). 

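Over the 1870 genes called here, Spearman's rho between samples of the same age lay between 0.973 and 0.990. Between samples of different ages it lay between 0.867 and 0.902. These correlations are across genes, which are not independent replicates, and the genes were chosen for their difference between the ages. Over all 16076 tested genes, which were not chosen in this way, rho lay between 0.993 and 0.998 within an age and between 0.979 and 0.988 across ages.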

Supplementary File 2 contains the statistical results of all genes between 35-day old and 125-day old rats and the normalized and FPKM reads for each replicate. RT-qPCR of selected genes was performed to validate RNA-seq results (Supplementary Figure 1).

Figure 2D shows quantification of cell-specific genes of the SON with FPKM values. 

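Ranked by the mean normalized count over the 4 samples of an age, Avp had rank 11 and Oxt rank 15 among the 33294 genes at 35 days. At 125 days Oxt had rank 2 and Avp rank 3. The mitochondrially encoded COX1 had rank 1 at both ages, with 909967 ± 76997 normalized counts at 35 days and 791134 ± 23382 at 125 days (mean ± SD, n = 4). At 35 days the genes above Avp were 8 mitochondrially encoded genes, Scd2 (176630 normalized counts) and Mbp. Sample by sample, Oxt ranked between 14 and 19 at 35 days and Avp between 9 and 14, and the ranks at 125 days were the same in all 4 samples. COX1 and Scd2 were picked out after their values were seen. Ranks by normalized count are not corrected for transcript length, as FPKM values are.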

As expected, the most abundantly expressed genes are from the MCNs which secrete oxytocin and vasopressin. Relatively, MCNs and astrocyte transcripts were the most abundant and showed increased expression with age. Conversely, microglia and oligodendrocyte transcripts were less prevalent and decreased in expression with age. 

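Of the neuronal transcripts of Figure 2D, Oxt had a log2 fold change of 1.61 (standard error 0.15, limma adjusted p = 5.77e-06 with Benjamini-Hochberg adjustment) and Avp of 0.97 (standard error 0.15, adjusted p = 2.86e-04). With each sample left out in turn, the log2 fold change ranged from 1.45 to 1.71 for Oxt and from 0.78 to 1.05 for Avp. Nefm fell by 0.58 on the log2 scale (limma adjusted p = 9.26e-05), which was below the fold change threshold, and Tubb3 changed by -0.092 (adjusted p = 0.176). Among astrocyte transcripts, Aldh1l1 was upregulated, with 2813 ± 355 at 35 days and 4264 ± 391 at 125 days (mean ± SD, n = 4) and a log2 fold change of 0.60, but lost the call when 35-day old replicate 3 or 125-day old replicate 3 was left out. Gfap and S100b were higher, by 0.51 and 0.35 on the log2 scale (limma adjusted p = 0.00189 and 0.0128), with fold changes below the threshold. Slc1a3 did not differ between the ages beyond the spread of the samples (log2 fold change 0.055, limma adjusted p = 0.535).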

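For microglia, P2ry12 was 969 ± 137 at 35 days and 464 ± 32.0 at 125 days and Tmem119 was 607 ± 114 at 35 days and 375 ± 59.5 at 125 days (normalized counts, mean ± SD, n = 4). Both were downregulated, with log2 fold changes of -1.05 and -0.68 (limma adjusted p = 7.33e-06 and 0.00211). The difference in Aif1 was not larger than the spread of the samples (log2 fold change -0.19, standard error 0.13, limma adjusted p = 0.261). Of the oligodendrocyte transcripts, Mbp, Mog, Olig1 and Olig2 had log2 fold changes of -1.06, -0.89, -0.60 and -0.53, and in each case all 4 samples at 125 days were below all 4 at 35 days. Olig2 did not reach the fold change threshold. Olig1 lost its call in 5 of the alternative settings, among them scaling to the same total, where its log2 fold change was -0.56.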

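Normalized counts of Mbp were 174638 ± 14086 at 35 days and 83725 ± 5059.7 at 125 days (mean ± SD, n = 4 pools per age), against 1565 ± 104 at 35 days and 846 ± 53.3 at 125 days for Mog. Olig1 had 7263 normalized counts at 35 days and Olig2 1629. The counts are totals per gene, so that Golli transcripts and classical transcripts of Mbp were not told apart.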

Myelin basic protein (*Mbp*) was observed to have a much larger expression compared to other oligodendrocyte transcripts – this is most likely due to splice variants (Golli-*Mbp*) which are commonly expressed in neurons (Landry et al., 1996; Siu et al., 2015).

### Key genes for axonal plasticity are downregulated with age in the supraoptic nucleus

In our previous studies, we have shown that in young (35-day old) rats, unilateral lesion of SON MCN axons leads to collateral axonal sprouting from the contralateral SON. However, this phenomenon is lost with age and is not observed in mature rats (125-day old). Following RNA-seq and differential gene expression analysis, we performed gene ontology (GO) over-representation analysis of biological processes to understand the molecular mechanisms that may underlie this shift in neuronal plasticity. Over-representation analysis of downregulated genes indicated 508 statistically significant (*p*.adjust < 0.01) biological processes (Supplementary File 3). Among the most enriched were several processes that relate to the modulation of neuronal plasticity, including axonogenesis (GO:0007409), axon guidance (GO:0007411), and neuron projection guidance (GO:0097485) (Figure 3A). 

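Over-representation analysis was not repeated, and the genes that the paper lists under each term were examined in the limma test. Of the 67 axonogenesis genes that could be read from the paper's list, 66 were downregulated here, and Nefm was lower without reaching the fold change threshold. The axonogenesis list as read ends at Spp1 in alphabetical order, so later genes may be missing from it. All 44 genes listed under axon guidance and all 45 under neuron projection guidance were downregulated. The median log2 fold change was -0.83 for axonogenesis, -0.82 for axon guidance and -0.82 for neuron projection guidance. The largest fall in each list as read was that of Egr2, with a log2 fold change of -2.63, a gene picked out after its values were seen. The lists are the paper's own calls on the same samples, so the high shares show no stability. Markers of the neurons of surrounding tissue, chosen for a test of composition, had median log2 fold changes of -0.90 (9 cortical and amygdalar markers) and -0.13 (12 striatal markers). Of these 21 markers, 5 are themselves in lists of the paper, and the other 16 had a median of -0.27. As those 5 are listed because they fell, leaving them out could only raise the median.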

A cnetplot of the top 5 enriched biological processes of downregulated genes highlight several key genes within axonogenesis that are shared across these processes (Figure 4A). Semaphorins (SEMAs), in conjunction with their receptors, the plexins and neuropilins protein families, play a major role in the growth of axons (Carulli et al., 2021). Specifically, their role is to aid in the guidance of axons by acting as repulsive cues for neurite growth and allow axons to find their appropriate target (Carulli et al., 2021). 

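Of 22 semaphorin and neuropilin genes tested, 11 were downregulated at 125 days, which is 50.0% against 7.04% of the other tested genes (Fisher's exact test, adjusted p = 2.99e-07 with Benjamini-Hochberg adjustment over 12 families). With p values adjusted over the 22 genes alone, the same number was called. The genes were Sema3a, Sema3c, Sema3d, Sema3e, Sema3f, Sema4d, Sema5a, Sema5b, Sema6a, Nrp1 and Nrp2. Sema3d fell furthest, from 431 ± 20.1 normalized counts at 35 days to 170.2 ± 15.05 at 125 days (mean ± SD, n = 4), a log2 fold change of -1.34 (standard error 0.088, limma adjusted p = 6.04e-07). Sema3a was 1709 ± 261 at 35 days and 834 ± 61.3 at 125 days (log2 fold change -1.02). Nrp2 and Nrp1 had log2 fold changes of -1.14 and -0.59. The smaller changes of Nrp1, Sema4d and Sema3e lost their calls in 10, 7 and 3 of the alternative settings. Scaling each sample to the same total without Oxt and Avp moved the count most, to 8 downregulated genes. Sema3b was upregulated, with 735 ± 67.5 at 35 days and 1649.8 ± 154 at 125 days (log2 fold change 1.16, limma adjusted p = 9.41e-07). Values of Nrp2, Sema3f and Sema5a in 35-day old replicate 3 lay apart from those of the other 35-day old samples.

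**Figure D2:**
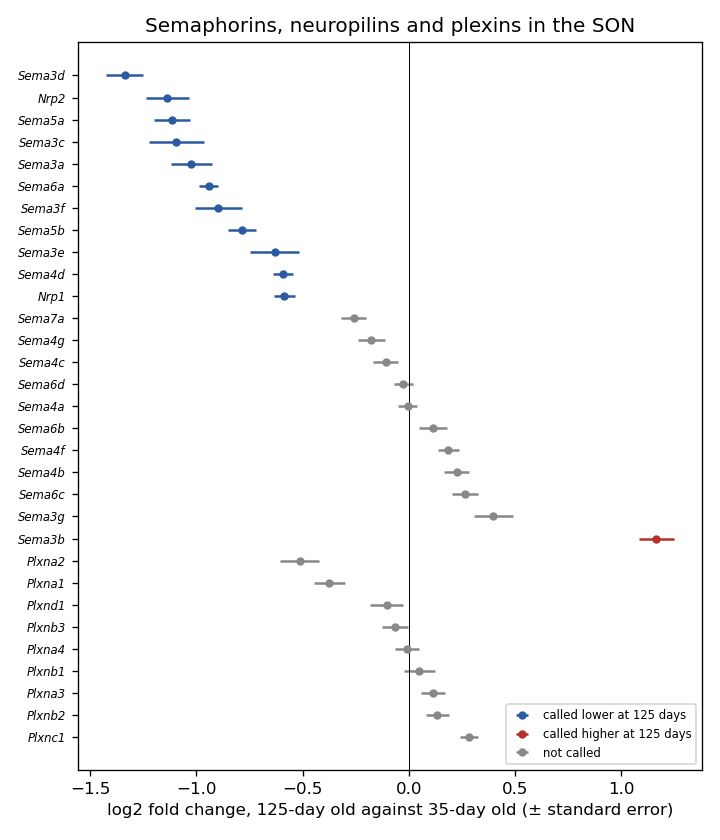
Log2 fold changes (x axis) of all tested semaphorins, neuropilins and plexins (y axis), 125-day old against 35-day old rats, n = 4 samples per age. Points are limma estimates and bars their standard errors, in blue for downregulated, red for upregulated and grey for other genes. 11 semaphorins and neuropilins are downregulated and 1 is upregulated.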

As such, we observed several genes within the semaphorin family and the neuropilin-1/2 receptors to be downregulated (Figure 4B). The plexin family of receptors for semaphorins showed constitutive expression and general downregulation but were not statistically significant. Similarly, several genes that encode for ligands and receptors of the ephrin family were found to be differentially downregulated with age (Figure 4C). 

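All 9 plexin genes tested were expressed at both ages, with mean normalized counts of at least 1627 (Plxna2 at 125 days), and 0 of them were differentially expressed. Plxna2 and Plxna1 were lower at 125 days, with log2 fold changes of -0.51 and -0.37 (limma adjusted p = 7.44e-04 and 0.00113), below the fold change threshold. Plxnc1 was higher, with a log2 fold change of 0.28 (limma adjusted p = 2.29e-04). These single plexins were picked out after their values were seen. Differences in the other plexins were not larger than the spread of the samples. In all, 5 plexins were lower and 4 higher at 125 days. With scaling to the same total, to the same total without Oxt and Avp, or to the same upper quartile, 4 were lower and 5 higher.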

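Of 20 ephrin and Eph receptor genes tested, 6 were downregulated and 0 upregulated (30.0% downregulated against 7.07% of other genes, Fisher's exact test, adjusted p = 0.00353). Adjustment over these 20 genes alone, and each of the 4 other ways of scaling the samples, gave the same counts. Epha5 was 2561 ± 675 at 35 days and 1240.1 ± 25.2 at 125 days (normalized counts, mean ± SD, n = 4), with a log2 fold change of -1.01 (standard error 0.13, limma adjusted p = 6.14e-05). Epha3, Epha6 and Epha7 had log2 fold changes of -1.04, -1.03 and -0.82, and Efnb2 and Efnb3 of -0.91 and -0.83. Among the 35-day old samples, all 6 downregulated genes were highest in replicate 3, and Epha6 and Epha7 lay apart there. Epha5, for example, was 3552 in replicate 3 and at most 2339 in the others. Cortical and striatal neuron markers were also high in that pool, by a median of 0.20 on the log2 scale. A smaller share of forebrain tissue at 125 days was therefore not excluded for these genes.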

Like SEMAs, ephrins play a key role in axon path finding, and are generally upregulated following injury (Yang et al., 2018). The WNT family of genes is a well-studied pathway that regulates many biological processes throughout early development and adulthood. More recent research has implicated WNT in traumatic brain injuries (Menet et al., 2020). 

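Among 25 Wnt ligand and Frizzled receptor genes tested, 4 were downregulated (Fzd10, Wnt4, Fzd6 and Wnt2) and 2 upregulated (Wnt9a and Wnt16). Of these genes, Wnt4 is in the paper's list for the axon guidance pathway, and all were picked out here after their values were seen. The share of downregulated genes, 16.0%, was not distinguishable from the 7.08% of other tested genes (Fisher's exact test, adjusted p = 0.130). It passed the threshold in some alternative settings, with an adjusted p of 0.0389 when DESeq2 was run on the recovered reads. Fzd10 fell from 907 ± 56.5 normalized counts at 35 days to 339.7 ± 35.7 at 125 days (mean ± SD, n = 4), a log2 fold change of -1.42 (standard error 0.082, limma adjusted p = 2.17e-07). Wnt4, Fzd6 and Wnt2 had log2 fold changes of -1.18, -0.82 and -0.60, while Wnt16 rose by 0.90 and Wnt9a by 0.83.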

We observed genes within the WNT signaling pathway associated with axonal guidance to be significantly downregulated. Signaling pathway analysis (SPIA) corroborates this loss in axonal guidance cues – the axon guidance pathway (KEGG rno04360) is observed to be significantly enriched and inhibited (Figure 3C and Supplementary File 3). 

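The genes that the paper lists for the axon guidance pathway were examined, and SPIA itself was not rerun. Of these 24 genes, 22 were downregulated and 2 upregulated at 125 days in the limma test, with a median log2 fold change of -0.88. The values ran from -1.34 to 1.62, the highest being that of Robo3, picked out after its values were seen. Because the list holds the paper's own differentially expressed genes from the same samples, it is not a separate test. The paper takes the inhibition of the pathway in SPIA, beside the lower expression of semaphorin, ephrin and WNT genes, as a loss of axon guidance cues with age.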

SPIA utilizes enrichment analysis in combination with topological significance (e.g., location of a gene within the pathway) to determine global biological and statistical significance. As such, the analysis allows for the determination of activation or inhibition of specific pathways provided by KEGG (Figure 3C). The loss in appropriate guidance cues in aged rats would suggest the inability for MCNs in the SON to properly initiate, extend, and terminate in the posterior pituitary gland.

**FIGURE 3:**
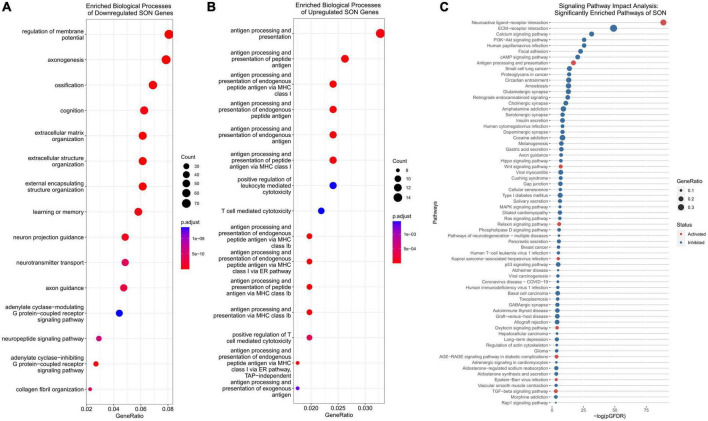
Functional analysis of DEGs. **(A)** Functional analysis of downregulated genes indicate an enrichment of axonogenesis, neuron projection guidance, and axon guidance biological processes. **(B)** Functional analysis of upregulated genes indicate an enrichment of antigen processing and presentation associated biological processes, including T-cell mediated cytotoxicity. **(C)** Signaling pathway impact analysis (SPIA) allows for the analysis of DEGs for KEGG pathway enrichment. SPIA utilizes log2FC and pathway topology to determine if a pathway is inhibited (blue) or activated (red). Antigen processing and presentation is activated, and axon guidance inhibited.

**FIGURE 4:**
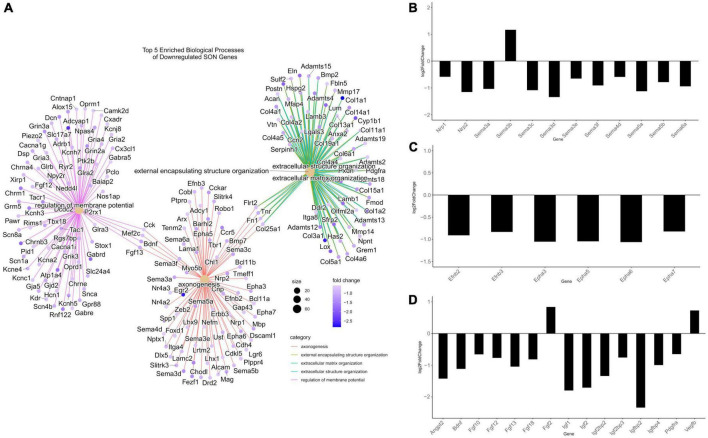
Differentially expressed genes related to axonogenesis. **(A)** A CNET plot of the top five enriched biological processes of downregulated genes. Genes related to axonogenesis, as well as genes related to extracellular matrix organization can be seen. **(B)** Barplot of semaphorin-related DEGs from RNA-seq, plotted by log2FC. The majority of semaphorins and neuropilins (*nrp1/2*) are downregulated. **(C)** Barplot of ephrin-related DEGs from RNA-seq, plotted by log2FC. Ephrins and their receptors were observed to be downregulated. **(D)** Barplot of growth factor DEGs from RNA-seq, plotted by log2FC. The majority of differentially expressed growth factors were downregulated. All genes within barplots were differentially expressed (*p*.adjust ≤ 0.05, basemean >20, and a fold-change ≥1.5).

In addition to the loss of repulsive axon guidance cues, we observed a downregulation of several growth factor genes (Figure 4D). 

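Among the other growth factor genes of Figure 4D, Angpt2 was 171 ± 51.8 at 35 days and 63.4 ± 6.05 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of -1.37 (standard error 0.20, limma adjusted p = 1.93e-04). Pdgfra, the gene of a growth factor receptor, fell by 0.65 on the log2 scale (limma adjusted p = 2.46e-06). Vegfb was upregulated, by 0.73 on the log2 scale (limma adjusted p = 1.38e-06). For each of these genes, the values at one age lay entirely outside the range of those at the other.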

Fibroblast growth factors (FGFs) have been shown to be important for embryonic development and adult homeostasis, and many have been implicated in tissue repair following injury (Chen et al., 2022). Four FGF genes were significantly downregulated (*Fgf10*/*12*/*13*/*18*), while *Fgf*2 was found to be upregulated. Similarly, genes within the insulin-like growth factor (IGF) family were found to be downregulated, these include *Igf1/2* and several IGF-binding proteins (IGFBPs). These IGF proteins have been implicated as important players for neuronal survival and plasticity in brain insults (Mangiola et al., 2015; Allodi et al., 2016; Nieto-Estévez et al., 2016; Khan, 2019; Beletskiy et al., 2021). 

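Of 12 FGF genes tested, 4 were downregulated and 1 upregulated, and 6 were lower and 6 higher at 125 days. Fgf13 had the largest fall, from 1646 ± 323 to 797 ± 73.6 normalized counts (mean ± SD, n = 4), a log2 fold change of -1.03 (limma adjusted p = 3.08e-05). Fgf12, Fgf18 and Fgf10 had log2 fold changes of -0.76, -0.77 and -0.67. Among the 35-day old samples, Fgf12 and Fgf13 were highest in replicate 3, where markers of forebrain neurons were high. Fgf10 and Fgf18 were not highest there. Fgf18 was low in abundance (35.8 normalized counts at 35 days and 20.4 at 125 days), its values overlapped between the ages (exact two-sided permutation test, p = 0.0571, n = 4 per age), and it lost its call in 7 of the alternative settings. Fgf2 rose by 0.82 on the log2 scale (standard error 0.18, limma adjusted p = 0.00241). The share of FGF genes downregulated, 33.3%, exceeded that of other genes (Fisher's exact test, adjusted p = 0.0118), but not when genes with a mean of at most 100 normalized counts were left out (adjusted p = 0.0962).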

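Among 10 tested genes of insulin-like growth factors, their binding proteins and the Igf2 mRNA-binding proteins, 6 were downregulated and 0 upregulated (Fisher's exact test, adjusted p = 6.20e-05). Igf1 was 503 ± 83.2 at 35 days and 144 ± 18.9 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of -1.79 (standard error 0.12, limma adjusted p = 8.93e-07). Igf2 was 6121 ± 1969 at 35 days and 1869 ± 176 at 125 days, a log2 fold change of -1.65. Igfbp2 and Igfbp4 had log2 fold changes of -2.16 and -0.99, and the mRNA-binding proteins Igf2bp2 and Igf2bp3 of -1.31 and -0.77. Igfbp3, Igfbp5, Igfbp6 and Igfbp7 were not differentially expressed. Igf2 and Igfbp2 are also expressed by meningeal fibroblasts, and a list of 12 meningeal fibroblast markers that includes both had a median log2 fold change of -1.80.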

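Bdnf was 306 ± 53.0 at 35 days and 141 ± 15.8 at 125 days (normalized counts, mean ± SD, n = 4 pools per age), a log2 fold change of -1.11 (standard error 0.13, limma adjusted p = 3.17e-05 with Benjamini-Hochberg adjustment). Every 125-day old sample was below every 35-day old sample, and with each sample left out in turn the log2 fold change stayed between -1.20 and -1.001. Ntrk2, which encodes its receptor, did not differ beyond the spread of the samples (log2 fold change -0.043, limma adjusted p = 0.629). The highest 35-day old value of Bdnf, 379, was in replicate 3, where markers of forebrain neurons were high. Leaving out single samples does not test a share of tissue that differs between the ages. A smaller share of forebrain at 125 days was therefore not excluded for Bdnf.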

The brain-derived neurotrophic factor (*Bdnf*), which plays a crucial role in survival and plasticity of neurons, was also found to be downregulated (Miranda et al., 2019). Aside from having direct impacts on axonogenesis related pathways, these growth factors are capable of modulating the PI3K-Akt pathway. We observed, via SPIA, that the PI3K-Akt pathway (KEGG: rno04151) was inhibited, primarily through the downregulation of these growth factors, and the downregulation of extracellular matrix (ECM) genes and receptors (Supplementary Figure 2). 

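Of the 52 genes that could be read in full from the paper's list for the PI3K-Akt pathway, 40 were downregulated and 9 upregulated in the limma test. The median log2 fold change of the list was -0.85, with the largest fall in Col1a1 (-2.76) and the largest rise in Gnb3 (1.41), both picked out after their values were seen. The list was drawn by the paper from its differentially expressed genes, so its direction is not a separate test, and the inhibition itself was not recomputed.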

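The paper's lists for processes of the extracellular matrix were examined gene by gene in the limma test, without repeating the enrichment. All 57 genes listed for extracellular matrix organization were lower at 125 days, and 53 of them were downregulated at the thresholds used here (median log2 fold change -0.99). For ECM-receptor interaction, 26 of 33 tested genes were downregulated and 4 upregulated (median -0.90). For focal adhesion, 27 of 37 were downregulated and 7 upregulated (median -0.82). In both pathways the largest rise was that of Tnn, with a log2 fold change of 1.40, picked out after its values were seen. These lists come from the paper's calls on the same samples.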

In fact, our analysis indicates that ECM organization (GO:0030198) was enriched within downregulated DEGs, and that ECM-receptor interaction (KEGG: rno04512) and focal adhesion (KEGG: rno04510) pathways were inhibited (Figures 3A, C). 

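Families defined by gene symbol, and not by the paper's calls, were compared with all other tested genes. Of 37 collagen genes, 20 were downregulated and 1 (Col11a2) upregulated (Fisher's exact test, adjusted p = 5.34e-13 with Benjamini-Hochberg adjustment over 12 families). Col1a1 fell furthest, from 3193 ± 1079.8 to 449 ± 34.7 normalized counts (mean ± SD, n = 4), a log2 fold change of -2.76 (standard error 0.19, limma adjusted p = 8.46e-07). Of 11 laminin genes, 6 were downregulated (adjusted p = 1.03e-04, Fisher's exact test), led by Lamb1 with a log2 fold change of -1.74. Of 30 ADAM and ADAMTS genes, 8 were downregulated (adjusted p = 0.00180, Fisher's exact test), led by Adamts12 with -1.55, and Adam23 was upregulated. Adjustment over each family alone changed only the ADAM and ADAMTS count, to 9. The single members named here were picked out after their values were seen. Col1a1 is also a marker of meningeal fibroblasts, and of 17 other downregulated collagens, 13 were lower and 4 higher in 35-day old replicate 3 than in the mean of the other 35-day old samples (median -0.31 on the log2 scale).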

Within these pathways, many genes within the laminin, collagen, and ADAM/ADAMTS family were found to be downregulated, suggesting that alterations to the ECM and focal adhesion molecules may play a significant role in the loss of axonal regeneration within our model system (Figure 4A).

### MHC class I and peripheral immune cytotoxicity were robustly upregulated with age

The CNS has long been described as being “immune privileged,” referencing the distinct barriers, such as the blood-brain barrier or blood-CSF barrier, that separate it from the peripheral immune system. However, following TBI, these barriers become compromised and open to peripheral immune cell invasion. Our data indicates that with age, significant upregulation of antigen-presenting genes occurs within the SON. Over-representation analysis of the 707 upregulated genes provide 30 significant biological processes (*p*.adjust < 0.01) (Supplementary File 3). Of these, the top 11 over-represented processes relate directly to antigen processing and presentation (Figure 3B). Specifically, MHCI associated antigen-processing and presentation was enriched, while MHCII genes remained unchanged. 

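Of 17 RT1 class I heavy chain genes tested, 10 were upregulated and 1 downregulated (58.8% upregulated against 4.48% of other genes, Fisher's exact test, adjusted p = 3.02e-09). The family rose under every scaling of the samples that was tried, with a median log2 fold change of 0.93 under the authors' normalization. RT1 genes are near-identical paralogs, so reads can be shared among them, and the values of single genes are uncertain. Only 4 MHC class II genes passed the minimum mean, and 0 were differentially expressed. RT1-Da and Cd74 had log2 fold changes of -0.50 and -0.15 (limma adjusted p = 0.249 and 0.654), and RT1-DMb of -0.0028 (limma adjusted p = 0.985). RT1-DMa rose by 0.32 (limma adjusted p = 0.0103), below the fold change threshold. With so few class II genes, the share called could not have been told apart from that of other genes unless several had changed.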

A cnetplot of selected biological processes highlights the associated genes involved (Figure 5A). 

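The upregulated RT1 genes were RT1-A1, RT1-A2, RT1-A3, RT1-CE5, RT1-CE15, RT1-M3-1, RT1-O1, RT1-S2, RT1-S3 and RT1-T24-4. RT1-S3 was the most abundant of them at 125 days, with 575 ± 98.6 at 35 days and 1663 ± 72.3 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of 1.55 (standard error 0.10, limma adjusted p = 5.58e-07). RT1-M3-1 was 527 ± 69.3 at 35 days and 1001 ± 63.8 at 125 days, a log2 fold change of 0.93. RT1-T24-4 rose by 3.74 on the log2 scale, with a standard error of 0.75, and its paralog RT1-T24-1 fell by 2.11 (standard error 0.34). RT1-CE4 was higher by 0.57 (limma adjusted p = 0.0387), just under the fold change threshold, and RT1-CE5 lost its call in 1 of the alternative settings. RT1-CE16, picked out after its values were seen, varied too much between samples to be called (log2 fold change 1.595, standard error 1.02). The sum over 37 RT1 class I genes, which does not change when reads move from an RT1 gene to another, was 2928 ± 195 at 35 days and 5566 ± 289 at 125 days (exact two-sided permutation test, p = 0.0286, n = 4 per age). The median SD of the RT1 genes between samples of an age, 0.26 on the log2 scale, exceeded that of 98.1% of random gene lists of the same expression.

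**Figure D3:**
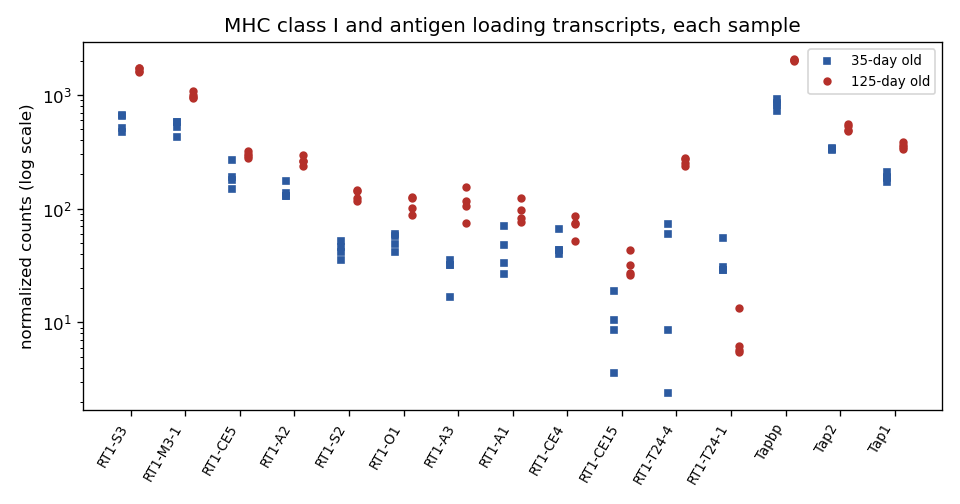
Normalized counts (y axis, log scale) of RT1 class I genes of Figure 5C and of Tap1, Tap2 and Tapbp in each of the 8 samples, with squares for 35-day old and circles for 125-day old rats. The 35-day old values of RT1-T24-4 spread over a wider range than those of Tapbp, and RT1-T24-1 is lower at 125 days.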

Several RT1 (rat MHCs) family of genes (*Rt1-A*/*C*/*M*/*O*/*S* and *T*), which encode for the heavy α-subunits of the complex, were found to be upregulated within these pathways. Furthermore, genes involved in the antigen processing and loading of antigens to the MHC were found to be upregulated, including *Tap1/2* and *Tapbp* (Figures 5B, C). 

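Tapbp was 824 ± 83.0 at 35 days and 2029 ± 37.2 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of 1.30 (standard error 0.068, limma adjusted p = 1.13e-07). Tap1 was 189 ± 16.4 at 35 days and 358 ± 22.0 at 125 days (log2 fold change 0.92), and Tap2 was 334 ± 6.22 at 35 days and 517 ± 34.5 at 125 days (log2 fold change 0.63). Calr4, shown in Figure 5C, rose by 1.29 on the log2 scale (limma adjusted p = 4.16e-06). Each of these genes was higher in all 4 samples at 125 days than in any at 35 days.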

Together, in addition of several other genes, T-cell mediated cytotoxicity was found to be upregulated. Signaling pathway analysis corroborates these findings, in which antigen presentation (KEGG: rno04612) was found to be significantly enriched and activated (Figure 3C). Furthermore, the NOD-like receptor family CARD domain containing 5 (NLRC5), which acts as an MHC class I transactivator (CITA) was found to be differentially upregulated (Meissner et al., 2010). 

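Of the 16 genes that the paper lists for this pathway, 14 were upregulated and 1 (RT1-T24-1) downregulated in the limma test, with a median log2 fold change of 1.00. RT1-CE4, also listed, did not pass the fold change threshold. The list is made of the paper's differentially expressed genes, and SPIA was not rerun.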

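Nlrc5 was 74.2 ± 17.1 at 35 days and 116 ± 2.43 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of 0.67 (standard error 0.16, limma adjusted p = 0.00486). All 125-day old samples were above all 35-day old samples. With each sample left out in turn, the log2 fold change lay between 0.56 and 0.77, and the gene lost its call in 2 of the alternative settings.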

NLRC5 is a critical transcriptional regulator of many MHC class I genes within the antigen presentation pathway (Meissner et al., 2010, 2012; Downs et al., 2016). This would suggest that the upregulation of *Nlrc*5 is responsible for the activation of the MHCI pathway, as the MHCII and related CIITA were not activated.

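Ciita was 5.08 ± 2.73 at 35 days and 4.44 ± 1.30 at 125 days (normalized counts, mean ± SD, n = 4), below the minimum mean for testing, and did not differ between the ages (exact two-sided permutation test, p = 0.743, n = 4 per age). Its values were little above those of 3 reads, so a modest change in Ciita was not detectable at this depth. From the upregulation of Nlrc5 without activation of Ciita and the MHC class II genes, the paper proposes that Nlrc5 activates the MHC class I pathway.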

**FIGURE 5:**
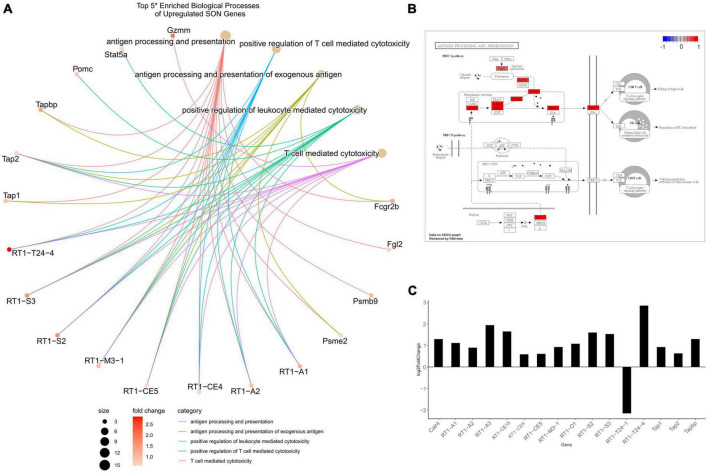
Differentially expressed genes related to MHCI. **(A)** A CNET plot of top 5 enriched biological processes of upregulated genes – (*) as antigen presentation and processing made up the top 11, the top 5 after these were selected to highlight a greater range of processes. RT1-related genes are the major component for MHCI, with associated processing genes including *tap1/2* and *tapbp* being upregulated. **(B)** View of the antigen processing and presentation KEGG pathway. This indicates that only MHCI related genes were upregulated, while MHCII remained unchanged. **(C)** A barplot of MHCI-related genes from RNA-seq show the majority to be upregulated and differentially expressed (*p*.adjust ≤ 0.05, basemean >20, and a fold-change ≥1.5).

### Characterization of methylation

We sought to investigate the role of DNA methylation to determine a mechanism that may underlie the observed maturation-dependent transcriptional changes. Our RNA-seq data indicated no differential expression of DNA methyltransferases (DNMTs), however, DNMT1 and DNMT3a were observed to be constitutively expressed (Figure 6A). Similarly, ten-eleven translocation methylcytosine dioxygenases (TETs), specifically TET1/2/3, were found to be constitutively expressed, with TET1 being differentially downregulated with age (Figure 6A). 

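Dnmt1 was 1705 ± 51.9 at 35 days and 1632 ± 91.2 at 125 days (normalized counts, mean ± SD, n = 4), with a log2 fold change of -0.065 (standard error 0.053, limma adjusted p = 0.336). Dnmt3a was 2845 ± 232 at 35 days and 2380.2 ± 237 at 125 days. It was lower by an amount past the adjusted p threshold but under the fold change threshold (log2 fold change -0.26, limma adjusted p = 0.0151). Dnmt3b was low in abundance, at 47.4 and 47.2 normalized counts, without a difference beyond the spread of the samples (limma adjusted p = 0.970). No reads were assigned to Dnmt3l in any sample.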

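Tet1 was 872 ± 98.7 at 35 days and 543 ± 36.0 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of -0.68 (standard error 0.084, limma adjusted p = 5.15e-05), and it kept its call in every alternative setting that left the thresholds as they were. Tet2 had 1467 normalized counts at 35 days and 1422 at 125 days, and Tet3 had 1205 and 1083. Neither changed beyond the spread of the samples (limma adjusted p = 0.574 for Tet2 and 0.272 for Tet3).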

In a similar study comparing 3-month old and 18-month old rats, expression levels of DNMT1 and TET1 were found to be decreased with age, with DNTM3a and Tet2/3 showing no change (Greenwood et al., 2018). Global enzymatic activity of DNMT and TET proteins were investigated; however, we observed no detectable levels of activity (data not shown). Next, we performed long-read DNA sequencing using Oxford Nanopore sequencing to determine 5-mC DNA modifications. Approximately 22 million CpG sites were interrogated for differential methylation. Principle component analysis indicates close clustering of 35-day old replicates, whereas the 125-day old replicates exhibit no clustering (Figure 6B).

**FIGURE 6:**
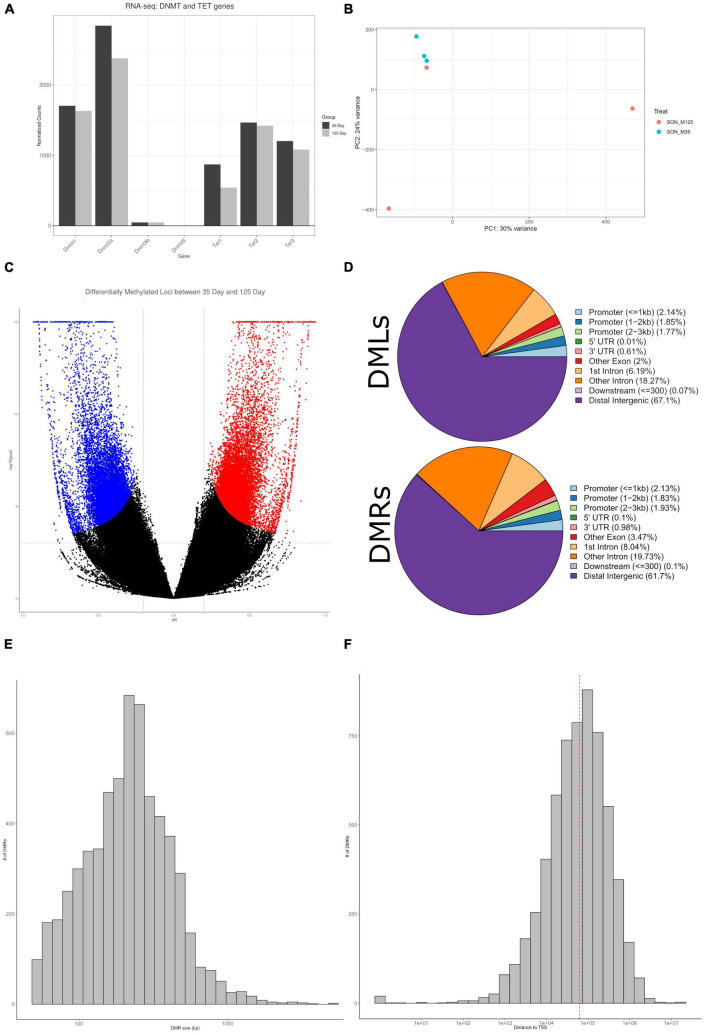
Characterization of DNA methylation. **(A)** A barplot of DNMT and TET genes from RNA-seq, plotted by normalized counts. DNMT1, DNMT3a, and Tet1/2/3, are observed to be constitutively expressed. **(B)** A PCA plot of DNA methylation indicate clustering of the 35-day old group, while the 125-day old group shows no clustering. **(C)** A volcano plot of all CpGs that were interrogated – approximately 22 million. Blue indicates statistically significant hypomethylated DMLs, red indicates statistically significant hypermethylated DMLs. **(D)** Pie charts showing the abundance of DMLs and DMRs to specific genomic features. Both DMLs and DMRs show similar profiles, the majority mapping to distal intergenic regions. **(E)** Histogram of DMR sizes. The majority of DMRs are under 1,000 bp in length. **(F)** A histogram of the distance of DMRs to TSS. Median distance to TSS is approximately 62 Kb.

Using the DSS package, specifically the function “callDML” with a *p*-threshold < 0.001, a total of 34,435 DMLs were found – of these, 18,607 DMLs are hypermethylated and 15,828 are hypomethylated (Figure 6C and Supplementary File 4). Approximately 67% of these DMLs were found to be in distal intergenic regions, with the remaining being found within intragenic regions (Figure 6D). Annotation of these DMLs provides a total of 5,781 unique genes. For downstream analysis we took a more conservative approach to determine and analyze DMRs instead. As DMLs indicate only single CpG modifications, analyzing regions of differential methylation that contain multiple CpGs would provide greater insight into the correlation between DNA methylation and gene expression. Therefore, we performed analysis to determine DMRs, consisting of a minimum of three CpGs. From our DMR analysis, we observed 6,021 regions that were differentially methylated, with approximately 62% being found in distal intergenic regions (Figure 6D and Supplementary File 4). This provides 2,306 intragenic DMRs, that are found across 1,725 genes. Annotation of distal intergenic DMLs and DMRs is based on the nearest gene body. Due to this, DMRs can be hundreds of KBs away from genes and may not have any impact on their expression and provides poor correlation. As such, for most of our downstream analysis, we have ignored distal intergenic DMRs due to this uncertainty. The large majority of DMRs were under 1,000 bp (Figure 6E) and the median distance to transcriptional start site (TSS) was approximately 62 Kb (Figure 6F).

### Alterations to DNA methylation are enriched at axonogenesis-related genes

We next performed functional analysis on DMRs found within intragenic regions, ignoring distal intergenic DMRs as mentioned previously. Enrichment analysis of biological processes found a total of 493 enriched processes (*p*.adjust < 0.05) (Supplementary File 5). Similar to our transcriptome data, we observed several enriched pathways related to axon plasticity (Figure 7A). By *p*.adjusted value, the top three enriched biological processes were axonogenesis (GO:0007409), axon guidance (GO:0007411), and neuron projection guidance (GO:0097485). Additional enriched biological processes of interest include regulation of neurogenesis (GO:0050767), dendrite development (GO:0016358), and positive regulation of cell projection organization (GO:0031346) (Figure 7A). Likewise, analysis of KEGG pathways identified a total of 76 enriched pathways (*p*.adjust < 0.05), with axon guidance being significantly enriched (rno04360) (Figure 7B and Supplementary File 5). As such, similar family of genes that were found to be differentially expressed were observed to be differentially methylated (Figure 7C). These include members of the semaphorin family and their respective plexin receptor family, and the ephrin family and their receptors (Figure 7C). In contrast, while we found a robust upregulation of MHCI pathway DEGs, functional analysis of DMRs found no significant changes in related biological processes.

**FIGURE 7:**
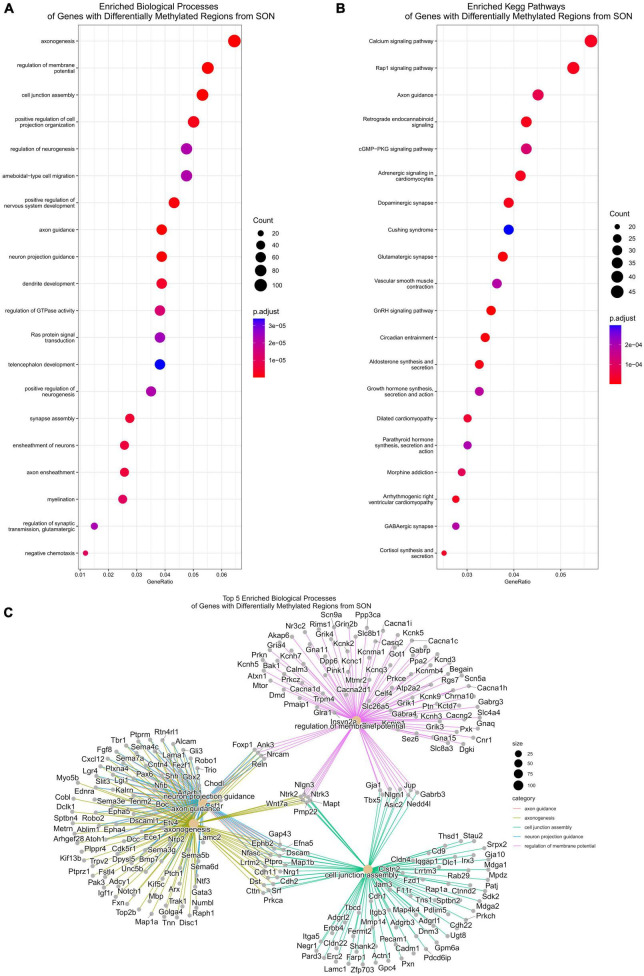
Functional analysis for differentially methylated regions. **(A)** Functional analysis of enriched biological processes of DMRs. Several biological processes related to axonogenesis are enriched, including axon guidance and regulation of neurogenesis. **(B)** KEGG pathway enrichment similarly shows enrichment of axon guidance. **(C)** A CNET plot of the top five enriched biological processes of DMRs. This shows the genes associated with axonogenesis, axon guidance, and neuron projection guidance.

As we saw statistically significant changes in methylation of axonogenesis genes and the axon guidance pathway, we aimed to determine the extent in which differential methylation correlates to changes in gene expression. To do this, we assessed the number of genes with DMRs that overlapped with DEGs – the total number of genes with DMRs was 1,725, with 132 overlapping with downregulated DEGs (∼8%) and 41 overlapping with upregulated DEGs (∼2%) (Figure 8A). Similarly, we assessed the number of axonogenesis genes with DMRs that overlapped with DEGs – there were a total of 103 axonogenesis genes with DMRs, with 23 overlapping with downregulated DEGs (∼22%) and 1 overlapping with upregulated DEGs (∼1%) (Figure 8A). This indicates that compared to baseline (total DMRs), the overlapping of axonogenesis DMRs with DEGs are enriched, and specifically that axonogenesis DMRs correlated stronger with downregulated DEGs compared to upregulated DEGs. These data suggest that differential methylation of axonogenesis genes is negatively impacting gene expression.

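Only the expression of the listed genes was examined, and the methylation data were not analysed here. Of the 103 axonogenesis genes with a DMR, 88 could be read in full from the paper's supplementary table, and 84 of these were tested. Of the tested genes, 21 (25.0%) were downregulated and 1 (1.19%, Tnn, named after its values were seen) upregulated. Among the other tested genes, 7.00% were downregulated and 4.55% upregulated. The share downregulated was larger than that of other genes (two-sided Fisher's exact test, p = 2.72e-07), and the share upregulated did not differ (p = 0.187, Fisher's exact test). In all, 66 of the 84 genes were lower at 125 days. The background was all tested genes and not axonogenesis genes without a DMR, so the test does not separate the DMRs from the annotation of these genes.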

**FIGURE 8:**
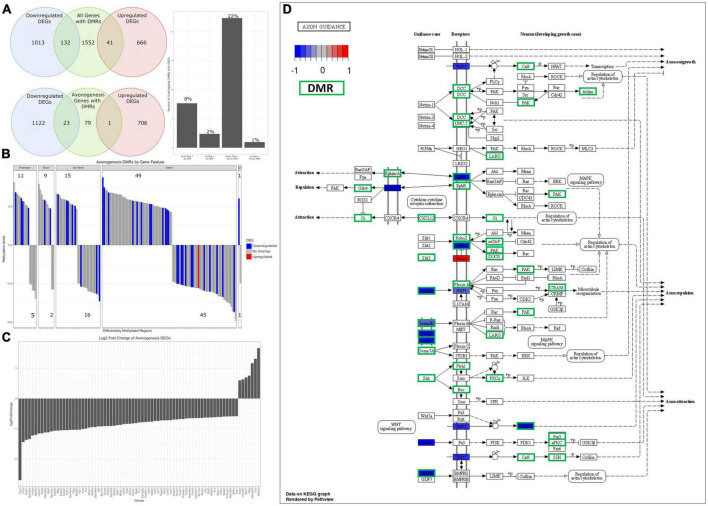
Analysis of overlapping DMRs and DEGs related to axonogenesis. **(A)** A Venn diagram of overlapping DEGs and DMRs. Of the genes with DMRs, 8% overlap with downregulated DEGs (barplot), with 2% overlapping with upregulated DEGs. Of axonogenesis genes with DMRs, 22% overlap with downregulated DEGs (barplot) and 1% overlap with upregulated DEGs. **(B)** A barplot plotting all axonogenesis DMRs and their methylation status – hypermethylated is defined as greater than 0, hypomethylated less than 0. Promoters and exons trend toward hypermethylated, while intronic methylation is split. DMRs that overlap with DEGs have their expression status overlaid – blue indicates DMRs that overlap with downregulated DEGs, red indicates DMRs that overlap with upregulated DEGs. **(C)** A barplot of differentially expressed axonogenesis genes from RNA-seq, plotted by log2FC. The majority can be seen to be downregulated. **(D)** Differential expression and differentially methylation data is overlaid on the axon guidance KEGG pathway. This indicates that the downregulation of semaphorins and ephrins correspond to differential methylation.

To obtain insight into the directionality of methylation and its impact on gene expression of axonogenesis genes, we plotted the axonogenesis DMRs and their methylation status and overlaid the respective differential gene expression data. The 103 axonogenesis genes that contain DMRs correspond to a total of 154 DMRs – promoter and exon methylation trend toward hypermethylation, while intron and 3′ UTR are more equally hyper and hypo methylated (Figure 8B). This was expected as promoter methylation correlates to downregulation of gene expression, whereas other intragenic regions are much more variable. Our data highlights that the vast majority of axonogenesis DEGs were downregulated, and that DEGs that contain DMRs contain promoter and exon hypermethylation, with heterogenous methylation of other intragenic regions (Figures 8B, C). Likewise, overlaying DEG and DMR data onto the Axon Guidance (rno04360) KEGG pathway highlights specific signaling pathways (Figure 8D). Here we observed that the semaphorin and ephrin signaling pathways shared several overlapping regions of differential expression and methylation, as well as the Slit/Robo pathways. Furthermore, this highlights the extensive differential methylation that occurred throughout the axon guidance pathway, and although there are some that do not overlap with statistically significant DEGs, they may still play a role in the overall inhibition of the pathway.

### Motif analysis reveals AP-1 transcription factors correlate to hypomethylated distal intergenic regions

Our next step was to determine how methylation with age may affect the binding of specific transcription factors by analyzing motif enrichment. In our previous analysis, we ignored distal intergenic DNA methylation as their association to genes could not be well-established. As our aim is to determine motif enrichment and thus the potential of enrichment of regulatory elements such as enhancer sites in intergenic regions, we have incorporated all DMRs into the analysis. Furthermore, previously we were not able to separate genes with DMRs into hyper- and hypo-methylated as many genes were heterogeneously methylated. In contrast, for our motif analysis, we have determined motif enrichment profiles for hyper- and hypo-methylated DMRs – this is important as transcription factor binding can be promoted or inhibited based on the methylation state (Yin et al., 2017; Héberlé and Bardet, 2019).

Whole genome motif analysis provided differing results between hyper- and hypo-methylated DMRs. Within the top 10 enriched motifs of hyper-methylated DMRs, many transcription factors have wide variety of functions and do not confer to specific biological roles (Figure 9A). For example, the E26 transformation-specific (ETS) transcription factors (Ets1, etv2, fli1, and ETV4) are part of a large family that are present throughout the body and regulate diverse biological processes such as cellular senescence, cell differentiation, and proliferation (Sharrocks, 2001). Similarly, zinc finger of the cerebellum (ZIC) family mediate diverse processes that are critical during early development (Hatayama and Aruga, 2018).

**FIGURE 9:**
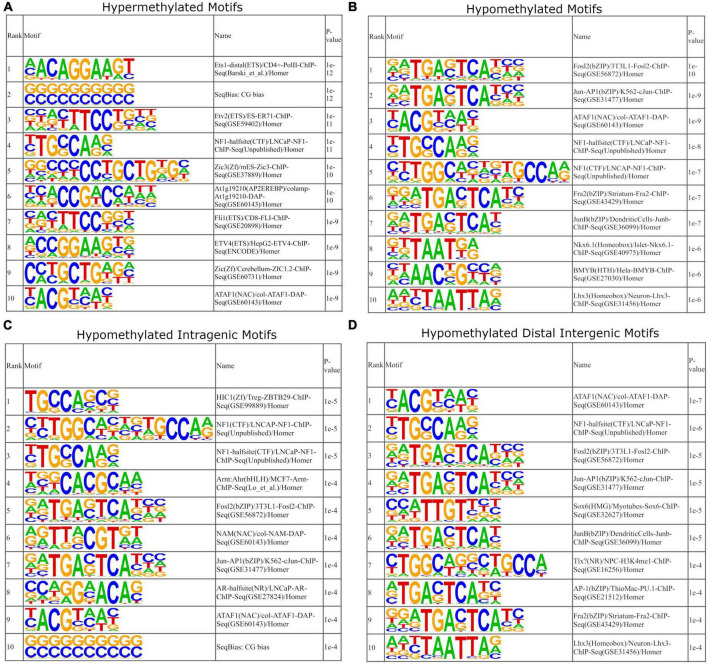
Motif enrichment analysis of DMRs. DMRs were separated by hyper and hypomethylation. **(A)** The top 10 motifs of hypermethylated DMRs. Hypermethylated motifs correspond to transcription factors that have diverse and broad roles in cellular development. **(B)** The top 10 motifs of hypomethylated DRMs. Several DMRs correspond proteins that comprise the AP-1 transcription factor complex – Jun and Fos specifically. **(C,D)** Separation of hypomethylated motifs into intragenic and distal intergenic motifs, respectively. This indicates that motifs for AP-1 transcription factor complex are more enriched within hypomethylated distal intergenic motifs.

In contrast, motif analysis of hypomethylated DMRs suggest motif enrichment of immune related transcription factors that may explain the upregulation of genes observed in the antigen presentation pathways. Within the top 10 enriched motifs, several are components of the AP-1 transcription factor complex (Figure 9B). AP-1 is a heterodimer composed of the c-Fos, c-Jun, ATF, and JDP protein families, of which FOS (Fosl2 and Fra2) and Jun (Jun-AP1 and JunB) were enriched (Eferl and Wagner, 2003). Members of the AP-1 complex, specifically FOS and Jun have been shown to be sensitive to DNA methylation, such that DNA methylation suppresses their ability to bind and that they preferentially bind to unmethylated DNA (Mann et al., 2013; Spruijt et al., 2013; Yin et al., 2017; Héberlé and Bardet, 2019). Next, we separated hypomethylated intragenic and distal intergenic DMRs and performed the same enrichment analysis to determine if these motifs are potentially enriched within the gene body or at regulator elements. For hypomethylated intragenic DMRs, we saw a reduction in AP-1 related motifs, with Fosl2 and Jun-AP1 motifs remaining (Figure 9C). Within the hypomethylated distal intergenic DMRs, we saw an increase in AP-1 related motifs – Fosl2, Jun-AP1, JunB, AP-1, and Fra2 (Figure 9D). This data indicates that AP-1 motifs are being hypomethylated at distal intergenic sites with age. Previous studies have shown that AP-1 often exerts gene expression regulation by binding to enhancer sites (Bejjani et al., 2019). As such, this data suggests that the hypomethylation of AP-1 related motifs would promote the expression of many downstream genes that are involved in cellular stress responses including the observed upregulation of MHCI and T-cell activation genes through the binding of enhancer sites (Foletta et al., 1998; Arias et al., 2010; Kulpa et al., 2013; Atsaves et al., 2019).

## Discussion

It is a well-known phenomenon that neuronal plasticity declines in the mammalian CNS with age; however, the mechanisms that underlie this process are poorly understood. This loss in the capacity for neurons to regenerate or reorganize axons is emphasized following TBI. This was shown in our previous studies – following unilateral axotomization of MCNs of the SON, the contralateral, non-lesioned MCNs undergo axonal sprouting in 35-day old rats. Whereas this capacity for neuronal plasticity is lost in 125-day old rats. Thus, our goal was to determine the transcriptomic and DNA methylomic alterations that occur between these two age groups in uninjured rats. Through this, we have determined key changes in the gene expression of axonogenesis and immune-related pathways, and how methylation may directly and indirectly regulate these profiles.

### The loss of growth factors with age and their role in neuronal plasticity

Our data has shown that with age, several important growth factors that participate in neuron survivability and plasticity were downregulated. Brain-derived neurotrophic factor (BDNF) belongs to a family of neurotrophins that play crucial roles in these functions (Huang and Reichardt, 2001). The primary receptor in which BDNF exerts its neurotrophic affect is via TrkB (*Ntrk2*), and like many of the growth factors mentioned (FGF and IGF), it signals through the PI3K-AKT pathway, which was observed to be inhibited (Figure 3C and Supplementary Figure 2). In our previous research utilizing organotypic cultures, we have shown that CNTF promotes axonal sprouting of MCNs in the SON via the PI3K-Akt pathway, suggesting that growth factors such as BDNF may play a similar role (Askvig and Watt, 2015). BDNF has been shown to exert neuroprotective and regenerative sprouting effects on neuronal populations following injury in a variety of model systems in both the CNS and PNS (Deng et al., 1999; Mamounas et al., 2000; Almeida et al., 2005; Liao et al., 2015; Kowiański et al., 2018; McGregor and English, 2019; Gustafsson et al., 2021). In fact, studies involving spinal cord hemisection in rats have shown contralateral axon sprouting and not ipsilateral regeneration, and is promoted by the exogeneous application of BDNF (Vavrek et al., 2006; Cao et al., 2021). Similarly, in our previous experiments, the contralateral, non-lesioned MCNs in young rats (35 days) underwent axonal sprouting, whereas this phenomenon is lost in the older rats (125 days) (Watt and Paden, 1991; Watt et al., 1999; Askvig and Watt, 2019). These data suggest that the downregulation of BDNF that we observed in the 125-day old rats may play a significant role in preventing axonal sprouting.

Fibroblast growth factors are well-known for their diverse functionality throughout the body (Turner and Grose, 2010). More relevantly, FGFs have important roles in the nervous system that range from neuron repair to axon guidance (Guillemot and Zimmer, 2011). Our data indicated the downregulation of several FGF’s – 10/12/13/18, and interestingly, the upregulation of FGF2. FGF10 has been shown to be important for the initiation of neurogenesis, reduce neuroinflammation following TBI, aid in axon guidance, and activate the neuronal PI3K-Akt signaling pathway and inhibit the TLR4/NF-κB dependent neuroinflammation following spinal cord injury (Sahara and O’Leary, 2009; Chen et al., 2017; Hou et al., 2020; Liu et al., 2020). FGF12/13/18 are less studied in the nervous system but aid in developmental processes; however, more recent work has indicated that FGF13 may play an important role in axon regeneration through axon formation and growth cone initiation via microtubule stabilization (Wu et al., 2012; Li J. et al., 2018; Klimaschewski and Claus, 2021). The upregulation of FGF2 is interesting as it has been shown to be strongly involved in neuroprotection and repair (Yoshimura et al., 2001). Furthermore, it has been shown that FGF2 promotes collateral axon branching (Szebenyi et al., 2001). In our model system, the mechanism for the increased axon termini stemming from the contralateral SON following lesion has not yet been investigated – it is unknown whether the increase in these termini are due to increased terminals from existing axon branches or new collateral axon branches are formed that elongate and terminate in the posterior pituitary. This future direction could shed light on the role of FGF2 within our model system. Similar to FGFs, IGFs and their associated binding proteins (IGFBPs) have shown to regulate neuronal survivability and axon regeneration (Nieto-Estévez et al., 2016; Allard and Duan, 2018). IGF1 has been highly studied and has shown to be an important factor for axon growth and cell survival primarily through the PI3K-Akt pathway (O’Kusky et al., 2000; Laurino et al., 2005; Dupraz et al., 2013; Liu et al., 2017).

We observed the downregulation of several growth factors and signaling genes within the PI3K-Akt pathway of the older rats. The key functionality of many of these growth factors fall within the roles of neuron survival, growth cone initiation, axon branching, and axon guidance. As such, our data suggests that a key mechanism for the loss of axon sprouting in our model system is due to the loss of these important growth factors.

### The loss of axonogenesis with age and the role of DNA methylation

Our data indicated a downregulation of several biological processes pertinent to the loss of neuronal plasticity and axon regeneration (Figures 3A, C). Of note, these included the biological processes axonogenesis (GO:0007409), axon guidance (GO:0007411), and neuron projection guidance (GO:0097485), and the KEGG signaling pathway axon guidance (rno04360). Within the CNET plot of axonogenesis, its observed that two major families are affected, the semaphorins and ephrins (Figures 4A-C). Of the differentially expressed semaphorins, *Sema3a*/*c*/*d*/*e*/*f*, *Sema4d*, S*ema5a*/*b*, and *Sema6a* were downregulated, while *Sema3b* was upregulated. There are two primary receptors for SEMAs – plexins, which were constitutively expressed, but not differentially, and neuropilins, which were downregulated (*Nrp1*/*2*). The semaphorin family, as a whole, is classified as having diverse roles but are known to act as guidance cues for axon repulsion and attraction (Koncina et al., 2013; Hu and Zhu, 2018). One of the most well-studied are class 3 semaphorins, which have been shown to act as axon guidance molecules, and are upregulated following injury (De Winter et al., 2002; Hashimoto et al., 2004; Hou et al., 2008; Sharma et al., 2012; Bribián et al., 2014). *Sema4d* was first perceived as an immune semaphorin due to its lymphocytic role, but similar to the other semaphorins, it shares many roles in axon outgrowth and guidance (Wang et al., 2001; Kumanogoh and Kikutani, 2003; Masuda et al., 2004; Tasaka et al., 2012; Peng et al., 2017).

Like semaphorins, ephrins function as axon guidance factors and aid in neural development and plasticity following CNS injury (Klein, 2004; Yang et al., 2018). 

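The ephrin-A ligand genes Efna1, Efna2 and Efna3 were lower at 125 days, with log2 fold changes of -0.48, -0.35 and -0.25 (limma adjusted p = 0.0108, 0.0268 and 0.0426 with Benjamini-Hochberg adjustment), but did not reach the fold change threshold. Efna5 and Efnb1 did not change beyond the spread of the samples (log2 fold changes -0.14 and -0.088). Of the EphB receptor genes, Ephb1 and Ephb2 were lower, with log2 fold changes of -0.39 and -0.28 (limma adjusted p = 0.00109 and 0.00506), also under the fold change threshold, while Ephb3, Ephb4 and Ephb6 did not differ (limma adjusted p = 0.159, 0.247 and 0.329). Epha2, Epha4, Epha8 and Epha10 were not downregulated. Whether the A and B classes changed by different amounts was not tested.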

Ephrins are grouped into two classes, ephrin-A and ephrin-B. Our data indicates that of the ligands, only members of ephrin-B are downregulated (*Efnb2* and *Efnb3*), whereas, of the receptors, only members of ephrin-A are downregulated (*Epha3*/*5*/*6*/*7*). In general, the binding of ephrin ligands to receptors are exclusive to their respective class; however, there seems to be limited cross-binding between the two classes (Kullander and Klein, 2002; Himanen et al., 2004; Pitulescu and Adams, 2010). Ephrins play a greater role in axon repulsion than attraction in regards to axon guidance, and are observed to be upregulated following CNS injury (Miranda et al., 1999; Moreno-Flores and Wandosell, 1999; Rodger et al., 2001; Willson et al., 2002; Bundesen et al., 2003; Nikolakopoulou et al., 2016; Yang et al., 2018). In fact, this axon repulsion by ephrins may be an important factor that leads to axon inhibition at glial scars (Chen et al., 2013). However, as noted before, our model system indicates axonal sprouting to occur from the contralateral side of the lesion, and thus not inhibited by any glial scarring. Therefore, the downregulation of ephrins may be a loss of repulsive guidance, akin to guidance during development, and not inhibitory as seen at glial scars.

As we have shown, there is a robust downregulation of several families of axonogenesis genes which follows the well-established phenomenon of a loss of neural plasticity with age and consequently poor recovery rates following TBI (Burke and Barnes, 2006; Dhandapani et al., 2012). One of our goals for this study was to determine a mechanism that may explain age-related changes to gene expressions. Our genome-wide DNA methylation investigation determined that many biological processes involved in neural plasticity are differentially methylated. While we focused on axonogenesis (GO:0007409), several other relevant biological processes that were differentially methylated include: axon guidance (GO:0007411), neuron projection guidance (GO:0097485), regulation of neurogenesis (GO:0050767), dendrite development (GO:0016358), and positive regulation of cell projection organization (GO:0031346) (Figure 7A and Supplementary File 5). There are many mechanisms for regulating gene expression, so we wanted to determine the extent in which DNA methylation was enriched within our DEGs. Surprisingly, approximately 10% of all genes that contain DMRs overlapped with DEGs – 8% overlapped with downregulated, and 2% with upregulated DEGs. However, when we subset DMR genes to include only axonogenesis genes, we see that this percentage of overlapping greatly increases – 22% of axonogenesis DMR genes overlap with downregulated DEGs (Figure 8A). Methylation of the promoter region is well-known to be correlated with downregulation of gene expression. On the other hand, introns are less correlative and thus, the methylation status and its impact on expression more variable; nonetheless, studies have shown that differential methylation is associated with changes in gene expression and may promote alternative splicing (Illingworth and Bird, 2009; Anastasiadi et al., 2018; Li S. et al., 2018; Tabish et al., 2019). Within the axonogenesis biological process, the majority of genes were downregulated (Figure 8C), however, the methylation status of DEGs were quite variable (Figure 8B). Promoter methylation of axonogenesis genes correlated to downregulated genes, whereas intronic methylation showed a nearly equal split between hypermethylation and hypomethylation of downregulated genes (Figure 8B). To gain a signaling pathway view of differential methylation and expression, we overlaid this data to the axon guidance KEGG pathway (Figure 8D). The pathway shows a large number of DMR genes, with semaphorins and ephrins being differentially methylated. These data suggest that differential methylation correlates to the downregulation of axonogenesis-related genes and therefore an inhibition of axon regeneration.

### The role of MHCI in neural plasticity and regeneration

With age, it is common to see increases in inflammatory markers within the CNS, from increases in chemokines and cytokines to gliosis (Ferrucci and Fabbri, 2018; Stephenson et al., 2018; Mészáros et al., 2020). However, we saw a complete lack of inflammatory profiles within our sequencing data. 

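Of 25 genes with cytokine or chemokine symbols and a mean above the minimum, among them the receptor genes Il4r, Il6r and Il7r, 1 was upregulated (Ccl5) and 3 were downregulated (Cx3cl1, Ccl24 and Il34). The share upregulated did not differ from that of other tested genes (Fisher's exact test, adjusted p = 1.00). Ccl5 was 59.1 ± 12.0 at 35 days and 102 ± 5.27 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of 0.80 (standard error 0.16, limma adjusted p = 0.00148). Cx3cl1 fell from 5921 to 3253 normalized counts, a log2 fold change of -0.85 (limma adjusted p = 9.91e-06). These genes are not among those the paper names and were picked out after their values were seen. Genes of this set at or under the minimum mean were not tested. In a list of interferon-stimulated genes, tested only after the results were seen, 14 were higher and 3 lower at 125 days (median log2 fold change 0.32).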

Interestingly, there was a distinct MHCI signature within our RNA-seq data, while the MHCII pathway was unchanged (Figures 3B, 5). MHCI is expressed by all nucleated cells and interact with and activate CD8^+^ T cells via T-cell receptors (TCRs) (Neefjes et al., 2011). In the CNS, MHCI and the receptor PirB have been implicated in preventing functional recovery following injury (Adelson et al., 2012; Bochner et al., 2014). Reduced astrogliosis has been shown to occur in CNS injury in β2m knockout mice, a component of the MHCI complex (Cartarozzi et al., 2019). Furthermore, depleting cytotoxic CD8^+^ T cells promotes neurological recovery following TBI (Daglas et al., 2019). These data suggest that the increase in MHCI would promote inflammatory and cytotoxic environments following TBI through increased gliosis and peripheral invasion of CD8^+^ T cells. While this would occur locally at the site of injury, it is possible that this inflammatory and immune response could affect the contralateral side if not properly contained, thus preventing axonal sprouting in the older rats. Nevertheless, ongoing research has shown that MHCI has an important non-immunological role in neural plasticity and development (Cebrián et al., 2014).

MHCI has been shown to drastically increase and peak during early development and gradually decrease into early adulthood as it is an important factor for the establishment and refinement of synaptic networks through pruning (Huh et al., 2000; Bilousova et al., 2012; Liu et al., 2013; McAllister, 2014; Tetruashvily et al., 2016; Shen et al., 2019). Later in age, MHCI appears to again gradually increase throughout adulthood and into advanced age as it is critical for the maintenance of neuronal structural complexity in the brain (Starkey et al., 2012; Lazarczyk et al., 2016). Thus, MHCI is an important factor the establishment, refinement, and then maintenance in neural networks. Together, this suggests that in early age, with increased growth factors, the opposing force of MHCI allows for *refined* growth of axons (via pruning) important for accurate innervation; however, in later stages of life, this balance appears to favor increased MHCI in order to maintain existing network connections but at the cost of regenerative ability following injury. Our data follows this existing trend and suggests that the upregulation of MHCI would inhibit axonal sprouting even in the uninjured, contralateral MCNs of older rats.

DNA methylation interrogation was performed to determine a cause for this upregulation in MHCI. As noted before, a critical regulator of MHCI genes, *Nlrc5*, was also upregulated (Meissner et al., 2012; Jongsma et al., 2019). However, we sought to investigate a mechanism for this increased expression. Our initial DNA methylation analysis showed no indication of differential methylation within this biological process or those related to it. We next performed motif enrichment analysis. Within the hypermethylated motifs, there were minimal correlative outcomes to axonogenesis or MHCI and immune-related processes. However, within the hypomethylated motifs, we observed several enriched motifs for AP-1 transcription factors within the top 10 enriched motifs (Figure 9B). This enrichment of AP-1 transcription factor motifs was further increased in hypomethylated distal intergenic DMRs (Figure 9D). AP-1 is a transcription factor complex that is a heterodimer of proteins that belong to the c-Fos, c-Jun, ATF, and JDP families. It regulates gene expression following a variety of stimuli and is associated with regulating immunity, specifically related to T-cell activation (Atsaves et al., 2019). AP-1 complex proteins were found to be constitutively expressed within our system, so the opening and closing of binding sites via DNA methylation provides a mechanism for regulating their function. However, the exact mechanism for AP-1 binding and regulating gene expression is still not clear. 

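Of the AP-1 subunit genes, 11 had a mean above 20 normalized counts and were tested. Jund was the most abundant, with 5910.2 ± 176 at 35 days and 5829 ± 262 at 125 days (mean ± SD, n = 4), and Jun was 2355 ± 163 at 35 days and 2765 ± 161 at 125 days. Fosb was downregulated, from 204 ± 32.6 to 128 ± 20.6 normalized counts, a log2 fold change of -0.68 (standard error 0.14, limma adjusted p = 0.00213), though it lost its call in 2 of the alternative settings. Fosl2 and Jun were higher by 0.50 and 0.23 on the log2 scale (limma adjusted p = 1.94e-05 and 0.00797), and Atf2 fell by 0.33 (limma adjusted p = 9.36e-04), all under the fold change threshold. Fos, Junb, Fosl1, Atf3, Atf7 and Jdp2 did not change beyond the spread of the samples. Batf, Batf2 and Batf3 were below or close to 20 normalized counts and were not tested.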

While it can act as a local switch by binding near to the transcriptional start site of genes, recent studies suggest that AP-1 often operates by binding to distal enhancer sites (Kwasnieski et al., 2014; Zanconato et al., 2015; Nguyen et al., 2016; Bejjani et al., 2019). Furthermore, several studies have shown that AP-1 binding is inhibited by hypermethylation at or near to their binding motif (Mann et al., 2013; Yin et al., 2017; Héberlé and Bardet, 2019). Our data indicates that there is enrichment of AP-1 binding motifs at hypomethylated distal intergenic sites, and prior studies indicate these sites to be enhancers. These data suggest that AP-1 promotes the upregulation of MHCI genes through distal enhancer binding which in turn is regulated by DNA methylation.

### Similarities to other models of SON plasticity

The SON has been known to be a highly plastic region that undergoes structural, morphological, and molecular changes in response to a number of stimuli. There are several studies that have explored the differential gene expression of age and dehydration. Our data shared many similarities with these studies. In Elsamad et al. (2023), the authors identified similar differential transcriptome profiles between adult (3-month-old) and aged (18-month-old) rats in differing hydrated states, in which PI3K-Akt, axon guidance, and antigen presentation pathways were found to be differentially expressed between ages of euhydrated animals (Elsamad et al., 2023). This suggest that these changes persist throughout age. Similarly, in another study that performed dehydration for 72 h in adult (11 weeks) rats, the PI3K-Akt pathway was found to be enriched (Pauža et al., 2021). Specific gene similarities also persist across these age groups, including UCN, which was also found to have an age-dependent association with hypertension in MCNs of the SON and PVN (Martin et al., 2021; Elsamad et al., 2023). 

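In these pools, Ucn was 13.9 ± 1.57 at 35 days and 172 ± 30.4 at 125 days (normalized counts, mean ± SD, n = 4), a log2 fold change of 3.53 (standard error 0.18, limma adjusted p = 8.94e-08 with Benjamini-Hochberg adjustment). The 4 samples at 125 days were all above the 4 at 35 days, and with each sample left out in turn the log2 fold change stayed between 3.42 and 3.61.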

Additionally, several semaphorins were also found to be downregulated in later age groups, while oxytocin was found to be upregulated (Elsamad et al., 2023).

## Conclusion

In summary, we sought to investigate the transcriptome and methylome of the SON within an age-dependent model system of axonal sprouting. Our data indicates that the loss of axonal sprouting with age is due to two primary factors: the loss of axonogenesis related genes including key growth factors, and the enhanced expression of MHCI genes. Furthermore, we have shown that differential methylation occurs at an enriched rate at axonogenesis genes and may act to repress their expression. Additionally, MHCI gene expression appears to be regulated through distal intergenic methylation at enhancer sites for AP-1. Our study is the first to describe the methylome of the SON in an age-dependent manner, and to our knowledge, it is the first to associate distal enhancer site methylation of AP-1 binding and MHCI gene expression. In future studies we aim to investigate these factors within the context of injury and determine the role of histone modifications within our system. The goal of this and future projects are to further the body of research aimed toward CNS recovery following TBI. By providing insight into molecular mechanisms that underlie age-dependent axonal sprouting, we gain a better understanding of the processes that determine a favorable or detrimental prognosis in patients with TBI.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) online repository, accession number GSE231617 and can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231617.

## Ethics statement

The animal study was reviewed and approved by the University of North Dakota (UND) Institutional Animal Care and Use Committee – protocol number 1905-7.

## Author contributions

DT contributed to the conception, methodology, data analysis, investigation, and the writing of the original draft. AO contributed to the investigation. CB contributed to the review and revision of the manuscript. JW contributed to the conceptualization, review and revision of the manuscript, and supervision. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

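RNA-seq of the SON was examined in 8 samples, 4 from 35-day old and 4 from 125-day old male Sprague-Dawley rats, each sample being tissue of 4 rats pooled before RNA isolation. According to the paper, RNA was enriched for polyadenylated transcripts, reads were trimmed with trimmomatic, aligned to the rn7 assembly with Hisat2, assigned to genes with featureCounts and tested with DESeq2. The authors deposited a normalized signal for each gene and sample, the number of reads assigned to the gene divided by a factor for the depth of the sample. The paper's text does not name the annotation release or the strandedness of the counting, so genes that overlap another gene on either strand, and near-identical paralogs such as the RT1 genes, are reported with that uncertainty. The deposited means of the 4 samples of each age were not used.

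All deposited values of a sample were whole multiples of its smallest value above 0, so reads were recovered by division. They came to between 27344530 and 47340532 reads at 35 days and between 29286723 and 45501836 at 125 days. Reads were not deduplicated by molecular identifiers, so precision judged from them covers counting error only. Samples of the same age differed by more than counting error in every pair, with a chi-squared per degree of freedom of 4.66 or more.

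The ages were compared with limma 3.58.1 in R 4.3.3, on log2 of the normalized count plus 1, with empirical Bayes moderation and a mean-variance trend and no pairing of samples. Genes with a mean above 20 over the 8 samples were tested, and p values were adjusted by Benjamini-Hochberg. A gene was called when the adjusted p was at most 0.05 and the fold change on this scale above 1.5. Single genes also had an exact two-sided permutation test of the difference in means, whose smallest possible p with 4 samples against 4 is 0.0286. Gene families were defined by symbol and compared with all other tested genes by two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over 12 families. Lists of genes taken from the paper's supplementary tables were only described, because they were drawn from the same samples, apart from the axonogenesis genes with a DMR, which were compared with other tested genes by Fisher's exact test. Tables cut short in the supplement were used as far as they could be read.

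Genes were named in the text by a rule: every gene that the paper names for the RNA-seq or shows in Figures 2D, 4B, 4C, 4D, 5C and 6A, the AP-1 subunit genes, and the 5 largest rises and 5 largest falls among called genes whose values did not overlap between the ages. Any other gene is marked as picked out after its values were seen, or belongs to a family whose members are all given or to a list of markers. Of the 86 tested genes fixed in this way before the largest changes were added, 22 were upregulated and 38 downregulated, both with adjustment over all tested genes and over the list alone. Lists of markers were compared with 10000 random lists of the same size and expression.

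The settings varied were the pseudocount (0.5 or 5), the minimum mean (none or 100), the mean-variance trend, the scaling between samples (same total, same total without Oxt and Avp, TMM factors, upper quartile), a block for the replicate number, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the thresholds of the call (for the numbers of genes only, so single genes and families kept the main thresholds), limma's camera test for families, and leaving out each sample in turn. The method was tested on simulated data, in which 195 of 200 changed genes were called in the right direction and 1 unchanged gene was called. All simulated changes were past the fold change threshold and the other genes had no change. Calls near the threshold, and data in which many genes change, were therefore not tested by it. Gene symbols and their order along the genome were taken from a RefSeq table of the GRCr8 assembly, not rn7, and 26967 of 33294 symbols were found there. Gene lengths were not used, so abundances are not FPKM values. Over-representation analysis and SPIA were not rerun, and DNA methylation and RT-qPCR were not analysed here. Figures were drawn with matplotlib 3.10.9.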

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

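The tests on replicate 3, on the share of reads taken by Oxt and Avp, and on genes near-absent at one age were chosen only after the results were seen.

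Single samples that lay far from the other 3 of their age were looked for in 200 groups, the 2 ages of the named genes, by dividing the gap to the nearest sample by the range of the group. This ratio was above 0.829 in 19 groups, where chance gives about 10. Of these, 8 were in 35-day old replicate 3, with ratios of 0.885 for P2ry12, 0.875 for Nrp2, 0.872 for Sema3f, 0.869 for Sema5a, 0.979 for Epha6, 0.831 for Epha7, 0.959 for Fosl2 and 0.884 for Ifit1. In the other 35-day old samples the ratio was 0.889 for RT1-CE4 and 0.933 for RT1-T24-1 in replicate 1, 0.859 for Igf2bp2 and 0.854 for LOC120101677 in replicate 2, and 0.915 for LOC120093381 in replicate 4. At 125 days it was 0.836 for Gapdh and 0.914 for Fgf13 in replicate 2, 0.928 for Epha3 in replicate 3, and 0.901 for Gfap, 0.833 for Sema6a and 0.902 for RT1-T24-1 in replicate 4. The single samples outside 35-day old replicate 3 were not examined further, and no biological explanation was tested for any of them.

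35-day old replicate 3 also stood apart on the second principal component. A candidate explanation is a different share of surrounding tissue in that pool. The median deviation of 12 magnocellular neuron markers in replicate 3 from the mean of the other 35-day old samples was -0.47 on the log2 scale, at percentile 0 of 10000 random gene lists. For 21 cortical and striatal neuron markers it was 0.20, at percentile 100. Both directions are those that a pool with less SON and more neighbouring forebrain would give. Markers of meningeal fibroblasts (-0.9998), microglia (-0.37) and endothelium (-0.31) were low in this sample too. No difference in age or treatment sets this pool apart from the others, so no biological explanation was tested. Leaving the sample out gave 664 upregulated and 1073 downregulated genes.

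All 13 mitochondrially encoded messenger RNAs, which the paper does not discuss, were lower at 125 days, under each of the 4 other scalings as well. Their median log2 fold change was -0.55, and 12 passed the adjusted p of limma. They took 9.36 ± 0.861% of the reads at 35 days and 7.06 ± 0.249% at 125 days (mean ± SD, n = 4). A larger share of reads taken by Oxt and Avp did not account for this. With both genes left out of the total the shares were 9.44% and 7.20%, still without overlap between the ages (exact two-sided permutation test, p = 0.0286, n = 4 per age). A fall shared with the nucleus was not seen either. The 81 nuclear-encoded respiratory chain genes (40 lower and 41 higher) had a median log2 fold change of 0.0010, at percentile 69.5 of random lists. Mitochondrial content itself was not measured, so lower content without such a shared fall stays open. The enrichment for polyadenylated RNA and the tissue composition of the pools were not tested as explanations, so the fall cannot be called biological.

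The largest changes among genes whose values did not overlap were in genes that the paper's text does not discuss. The falls had log2 fold changes of -7.07 for Asb15, -6.31 for Fam111a, -5.46 for RGD1562420, -5.16 for Ifit1 and -4.91 for LOC120101677. The rises were 5.03 for LOC120093334, 4.65 for LOC120093359, 4.34 for LOC120093381, 3.96 for LOC120098829 and 3.81 for LOC102554737. With few reads at one age, the size of these changes depends on the setting. Over the settings that kept all samples, it ran from 3.40 to 5.64 for LOC120093334 and from -7.59 to -5.97 for Asb15. For each of these 10 genes, all 4 samples at 125 days lay on the same side of all 4 at 35 days. All 125-day old samples had at most 2 reads of Ifit1, so its fold is a lower bound, at least 21.1-fold lower at 125 days.

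Some of these genes were near-absent at one age. Of the tested genes, 15 had a value below 10 normalized counts in all samples of an age and above 20 in all samples of the other, 7 of them near-absent at 35 days and 8 at 125 days. A candidate explanation is an inherited difference between the 2 cohorts of outbred rats, which would not be an effect of age. Of 11 such genes found in the GRCr8 table, 3 had another within 5 tested genes, as many as in a share of 5.00e-04 of random sets. These 3 are LOC120093334, LOC120093359 and LOC120093373 (the last named after its values were seen), a single cluster, and transcripts made together would give the same. The genes' SD between pools, at the age that has them, had a median at percentile 94.0 of random lists. As these genes were chosen for being present in all pools of that age, this SD does not count for or against a variant. The tests leave open whether these changes follow age or cohort.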

How the results depend on the processing

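The alternatives below, the test, the thresholds and the gene families were chosen before the data were examined, and no alternative was added later.

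Between 680 and 949 genes were upregulated and between 972 and 1444 downregulated across the pseudocounts, the test without a minimum mean, the scalings, the variance model, the replicate block, edgeR and DESeq2. A minimum mean of 100 gave 414 upregulated and 750 downregulated genes, a fold change above 2 gave 203 and 404, an adjusted p of at most 0.01 gave 610 and 980, and no minimum fold change gave 3465 and 3633, which follow from the thresholds themselves. Across the 8 fits that each left out a sample, 664 to 781 genes were upregulated and 1073 to 1143 downregulated. Downregulated genes were 61.0% of all calls with the authors' normalization, 54.3% with samples scaled to the same total, and 51.3% with the total taken without Oxt and Avp, so the excess of downregulated genes depends on the scaling. No scaling moved the median of all tested genes by over 0.1, the largest median being 0.058.

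The replicate numbers carried little sign of a pairing. After the age means were removed, same-numbered samples had a mean correlation across genes of 0.083 (from -0.045 to 0.25), against -0.028 for differently numbered samples, and they are pools of different rats. A block for the replicate number gave 734 upregulated and 1162 downregulated genes.

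Family tests of semaphorins and neuropilins, ephrins and Eph receptors, insulin-like growth factors, collagens, laminins, ADAM and ADAMTS genes and MHC class I genes stayed past the threshold in every alternative run. Adjusted p values from Fisher's exact test with a sample left out ranged from 2.43e-07 to 2.85e-05 for semaphorins and neuropilins, 3.56e-04 to 0.00353 for ephrins and Eph receptors, 3.49e-05 to 6.21e-05 for insulin-like growth factors, 2.18e-17 to 1.54e-11 for collagens, 5.98e-06 to 1.03e-04 for laminins, 2.03e-04 to 0.00603 for ADAM and ADAMTS genes and 1.47e-12 to 6.94e-08 for MHC class I genes. The Wnt and Frizzled family passed the threshold with the replicate block (adjusted p = 0.0412), DESeq2 (0.0389) and camera (0.0331), with a range of 0.0331 to 0.334 over all alternatives and of 0.0412 to 0.334 with a sample left out. The FGF family did not pass without a minimum mean (adjusted p = 0.136), with a minimum mean of 100 (0.0962) and with camera (0.444), nor in 7 of the 8 fits with a sample left out, which ranged from 0.00821 to 0.0723. Its range over all alternatives was 0.00667 to 0.444. Plexins and MHC class II genes turned to the opposite direction with camera, without approaching the threshold (adjusted p = 0.937 and 0.918). Their adjusted p values, and those of cytokines and chemokines, were 1 in all fits with a sample left out. In the 7 fits in which the FGF family did not pass, a downregulated member had lost its call, Fgf18 in 6 and Fgf10 in 1, and Fgf18 had also lost it without a minimum mean, so the result depends on a single member. The change of direction with camera was not examined further.

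Axonogenesis genes with a DMR, as far as the list could be read, remained more often downregulated than other genes in every alternative. With a sample left out, p ran from 1.12e-08 to 0.00126 (Fisher's exact test), the largest without 35-day old replicate 3. These axonogenesis genes were not more often upregulated (p from 0.187 to 0.273 with a sample left out, Fisher's exact test). The first principal component held 76.4 to 79.9% of the variance with a sample left out and separated the ages in every alternative. Its share was 64.0% with all tested genes and 86.4% with the variance stabilizing transformation of DESeq2.

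Directions reversed only for genes whose change was near 0. A scaling shifts all genes by about the same amount (the median of all tested genes was 0.0021 with the authors' normalization, 0.040 with the same total, 0.058 with the total taken without Oxt and Avp and 0.024 with the upper quartile), and the reversals under the scalings follow from this shift. With samples scaled to the same total, the log2 fold change was 0.025 for Dnmt3b, 0.031 for Fos and 0.018 for Jund. With the total taken without Oxt and Avp, it was 0.013 for Ntrk2, 0.042 for Dnmt3b, 0.012 for Tet2, 0.048 for Fos and 0.035 for Jund. With the upper quartile, it was 0.0088 for Dnmt3b, 0.014 for Fos and 9.7e-04 for Jund. With edgeR it was 0.0084 for Fos and -0.0066 for Atf3, and with DESeq2 1.0e-04 for Fos and -0.0047 for Atf3. With a sample left out, log2 fold changes ranged from -0.0020 to 0.12 for Slc1a3, -0.089 to 0.017 for Ntrk2, -0.16 to 0.13 for Dnmt3b, -0.062 to 0.068 for Fos and -0.089 to 0.24 for Atf3. Genes near the fold change threshold lost their calls in some settings: Nrp1 in 10, Sema4d in 7 and Olig1 in 5. Gfap gained a call without 35-day old replicate 2 (0.593) or without 125-day old replicate 4 (0.594). Fgf18 lost its call in 7 settings on the adjusted p (0.0509 to 0.0863), with its fold change still past the threshold.

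The abundance ranks of Oxt and Avp were not recomputed with values divided by gene length, because no gene lengths of the rn7 annotation were used. The depth limits the genes with a mean under 20, such as Ciita, Batf and Batf2, which were not tested.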

Differences from the paper's values

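The numbers of differentially expressed genes here were 729 upregulated and 1141 downregulated, and DESeq2 on the recovered reads gave 707 and 1145, the paper's numbers.

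The paper lists Nefm as downregulated, and its log2 fold change here was -0.58, not past the fold change threshold. It was past it with DESeq2 (-0.59) and without 35-day old replicate 2 (-0.65) or replicate 4 (-0.61). Figure 5C shows RT1-CE4 as upregulated, and its log2 fold change here was 0.57. It was called with DESeq2 (0.59), edgeR (0.60), samples scaled to the same total (0.60), to the same total without Oxt and Avp (0.62) or to the upper quartile (0.59), and without replicate 1 of either age (0.73 at 35 days and 0.71 at 125 days).

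The paper states that the most abundant genes are those of the magnocellular neurons, from FPKM values. By normalized counts, which are not divided by transcript length, Avp had rank 11 and Oxt rank 15 at 35 days, and COX1 had rank 1 at both ages. The paper states that magnocellular neuron and astrocyte transcripts rise with age. Of the genes of Figure 2D, Tubb3 changed by -0.092 and Slc1a3 by 0.055 on the log2 scale, both within the spread of the samples, and Nefm was lower. The paper states that microglia transcripts fall, and the change in Aif1 (-0.19) was within the spread of the samples. The paper states that plexins fall in general, and here 5 were lower and 4 higher, with Plxnc1 higher by 0.28 on the log2 scale. The paper states that AP-1 genes are expressed constitutively, and here Fosb had a log2 fold change of -0.68 between the ages, though it was expressed at both.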

Other observations

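The tests on forebrain, meningeal and myelin markers, and those on the summed RT1 reads, microglia and interferon-stimulated genes, were chosen only after the results were seen, and those on the other splits and on class I pathway genes other than RT1 genes before.

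The 8 samples can be split into 2 groups of 4 in 35 ways. Among the 8 splits that part all 4 same-numbered pairs, as the real split does, 1 gave as many differentially expressed genes, the real split itself, and the most given by another was 0. At an unadjusted p under 0.05 from limma, these other splits gave 76 to 872 genes and the real split 8360. With 8 splits the share cannot be under 0.05 whatever the data, so this count alone cannot rule out a chance division of the samples. The other 27 splits, which part fewer pairs, gave a median of 0 genes and at most 1, and 49 to 1496 at the unadjusted p. Of all 35 splits, only the real one gave over 1 gene.

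A hypothesis was that the fall of axon guidance and other neuronal genes comes from less forebrain tissue outside the SON in the 125-day old samples. Markers of cortical, amygdalar and striatal neurons (21 genes, 15 lower and 6 higher) had a median log2 fold change of -0.70, at percentile 0 of random lists. This came from the cortical and amygdalar markers (-0.90, percentile 0) more than from the striatal markers (-0.13, percentile 8.24), and whether the 2 lists differ was not tested. Of the markers, 5 are also in the paper's own lists of differentially expressed genes. The other 16 (10 lower and 6 higher) had a median of -0.27, at percentile 0.15. Those 5 are listed because they fell, so leaving them out raises the median whatever its cause. Across genes, the difference between 35-day old replicate 3 and replicate 1 had a Spearman's rho of -0.16 with the age difference computed from the other samples (from -0.19 to -0.16 for replicate 3 against each of the others). For pairs without replicate 3 rho lay between -0.062 and 0.062. With the mean of the markers as a covariate, the median log2 fold change of the 11 downregulated semaphorins and neuropilins went from -0.94 to -0.60, so that 64.0% was kept, and 3 were still called. The covariate had a correlation of -0.93 with age, and the median standard error rose from 0.088 to 0.20, so this fit cannot separate them. The limit written for this test, below which the fall would have been put down to composition, was not met, which would count against composition, and it was set aside because of that correlation, after the fit was seen. In 35-day old replicate 3, where the markers were high, these 11 genes were higher by a median of 0.22, at percentile 99.9 of random lists, and 7 of them lay above all other 35-day old samples. Sema3d, Sema3e, Sema4d and Nrp1 lay within the range of the others. Sema3d, Sema4d and Nrp1 deviated by -0.016, 0.020 and 0.033, so a share of forebrain was not seen to move them. Sema3d had the largest fall with age. Sema3e was higher in replicate 3 by 0.22, the median of the 11 genes, and only replicate 4 was higher still. Of the markers, 4 rose past the adjusted p of limma, Ppp1r1b (1.12), Rgs9 (0.59), Fezf2 (0.57) and Drd1 (0.27), which a smaller share of forebrain alone does not give. The fall of Sema3e and of the 7 genes above the other samples cannot be told apart from a smaller share of surrounding forebrain. Lower expression of the marker genes themselves with age would give the same values. In replicate 3 these 7 genes deviated by 0.086 (Sema6a) to 0.50 (Nrp2). How much of each fall a share of forebrain could give cannot be told from a single pool. Among the 35-day old samples, replicate 3 also held the highest values of Bdnf, Fgf12, Fgf13 and every downregulated ephrin and Eph receptor gene. No covariate was fitted for these genes, so a smaller share of forebrain is not excluded for them. Magnocellular neuron markers (9 higher and 3 lower) rose by a median of 0.82 (percentile 100), which is also what a larger share of SON tissue would give. Of the lower markers, Scg2 fell past the adjusted p of limma (-0.32), which a larger share of SON tissue alone does not give.

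A second hypothesis was that the fall of collagen genes comes from fewer meningeal fibroblasts in the 125-day old samples. All 12 meningeal markers were lower at 125 days, by a median of -1.80, but the list holds collagens itself. Outside the list, 17 downregulated collagens had a median difference of -0.31 in 35-day old replicate 3, where the markers were low (13 lower and 4 higher), at percentile 0.0100 of random lists. This is consistent with a share of meninges that varies between pools. The markers differed by -0.9998 in replicate 3, so their fall with age would by proportion give a fall of -0.55 for these collagens, 51.6% of their median log2 fold change of -1.07. Meninges would then account for a part of the fall, but replicate 3 is a single pool that differs in other tissues too, so how large a part cannot be told.

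For the fall of myelin genes, a smaller share of optic tract in the 125-day old samples would lower the markers by the same factor. All 14 markers were downregulated, by a median of -1.03. The SD of their log2 fold changes, 0.36, was at percentile 81.9 of random lists, and since a common factor on top of the usual spread between genes gives such an SD, it does not count against a smaller share. The fall of myelin genes cannot be told apart from a smaller share of optic tract.

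For the rise of MHC class I transcripts, different MHC haplotypes in the pools, read against a reference of a single haplotype, would leave the other genes of the pathway unchanged. Those tested (9 genes, 8 higher) rose by a median of 0.32, at percentile 99.9. The RT1 genes nonetheless varied between pools of an age more than other genes, at percentile 98.1, so haplotypes may add to the changes of single RT1 genes. Reads divided differently among paralogs would leave the sum of RT1 class I counts unchanged, and the sum was higher in all 125-day old samples (exact two-sided permutation test, p = 0.0286, n = 4 per age), although a sum over a single reference can also move with the haplotype. More microglia were not seen in the microglia markers as a set (9 lower and 3 higher), whose median log2 fold change was -0.16, at percentile 4.08. The markers did not move together. Trem2 (0.56) and C1qa (0.32) rose past the adjusted p of limma, while P2ry12 fell (-1.05). Interferon-stimulated genes rose (14 of 17 higher, median 0.32, percentile 99.8), which is consistent with an interferon response, but Ifit1 and Mx2 fell, and this list and the class I pathway list share genes. A haplotype effect on single RT1 genes and a rise of the whole pathway cannot be told apart for those genes.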
